# Deep RNA sequencing of pectoralis muscle transcriptomes during late-term embryonic to neonatal development in indigenous Chinese duck breeds

**DOI:** 10.1371/journal.pone.0180403

**Published:** 2017-08-03

**Authors:** Chunhong Zhu, Weitao Song, Zhiyun Tao, Hongxiang Liu, Wenjuan Xu, Shuangjie Zhang, Huifang Li

## Abstract

Pectoral muscle (PM) comprises an important component of overall meat mass in ducks. However, PM has shown arrested or even reduced growth during late embryonic development, and the molecular mechanisms underlying PM growth during the late embryonic to neonatal period in ducks have not been addressed. In this study, we characterized potential candidate genes and signaling pathways related to PM development using RNA sequencing of PM samples selected at embryonic days (E) 21 and 27 and 5 days post-hatch (dph) in two duck breeds (Gaoyou and Jinding ducks). A total of 393 differentially expressed genes (DEGs) were identified, which showed higher or lower expression levels at E27 compared with E21 and 5 dph, reflecting the pattern of PM growth rates. Among these, 43 DEGs were common to all three time points in both duck breeds. These DEGs may thus be involved in regulating this developmental process. Specifically, KEGG pathway analysis of the 393 DEGs showed that genes involved with different metabolism pathways were highly expressed, while genes involved with cell cycle pathways showed lower expression levels at E27. These DEGs may thus be involved in the mechanisms responsible for the phenomenon of static or decreased breast muscle growth in duck breeds during the late embryonic period. These results increase the available genetic information for ducks and provide valuable resources for analyzing the mechanisms underlying the process of PM development.

## Introduction

The advent of modern agriculture in the early 20^th^ century led to intensive genetic selection for meat- and egg-production traits in domesticated ducks. Meat-type and egg-type duck breeds have undergone different genetic selection processes, and thus display significant genetic differences in terms of muscle growth rates and egg production, whilst maintaining consistent developmental processes, e.g. in muscle development pattern. Gaoyou and Jinding ducks comprise important indigenous Chinese meat-type and egg-type duck breeds (average bodyweight approximately 2.48 kg and 1.54 kg at 70 days old for Gaoyou and Jinding ducks, respectively) (Animal Genetic Resources in China-Poultry, 2011)[1]. The different genetic backgrounds in terms of muscle between Gaoyou and Jinding ducks provides a potential model for identifying the mechanisms involved in the muscle-development process. We previously compared body weight, leg and pectoral muscle (PM) masses, and myofiber characteristics between Gaoyou and Jinding ducks during early development[2–4]. We found that the increase in PM mass slowed from embryonic day (E) 21, with no increase from E21 to E25, followed by a slight decrease in mass before hatching (E27), and then an slow increase from hatching to day 7 post-hatching[3]. Jing et al.[5] and Chen et al.[6] also observed a similar developmental pattern of PM in a meat-type duck breed. However, this process differs from that observed in other animals, such as pig fetuses of the corresponding age, in which the mass of various muscles increased considerably. According to Chen et al.[6], the decrease in PM mass was caused by protein catabolism due to energy deficiency during late-term incubation and the mobilization of skeletal muscle protein to supply most of the endogenous glutamine. They also investigated and discussed the possible key genes involved in signaling pathways. We believe the above record was just part causality. Skeletal muscle development is a complex process involving myoblast proliferation, differentiation into multinucleated myotubes, and the eventual formation of mature muscle fibers during the incubation period in avian species[7]. All the genes and pathways involved in these processes could be differentially regulated in PM during the late embryonic to neonatal periods. In this study, we analyzed the respective PM transcriptomes in Gaoyou and Jinding ducks with different PM phenotypes and genetic backgrounds, to screen for genes and mechanisms involved in PM development in ducks before and after hatching.

High-throughput sequencing technologies are rapidly evolving, and their application to transcriptome analysis (RNA-Seq), together with adapted bioinformatic tools, allow unprecedented exploration of the transcriptome in terms of accuracy and data insights[8]. The duck (*Anas platyrhynchos*) genome has been sequenced[9] and the draft genome (BGI_duck_1.0) is now publicly available (http://www.ensembl.org/Anas_platyrhynchos/Info/Index), thus improving the accuracy of duck RNA-Seq analysis, and facilitating the identification and functional exploration of differentially expressed genes (DEGs) in ducks. Some previous RNA-Seq studies have analyzed growth traits in ducks[10,11]. The present study aimed to test our hypothesis using RNA-Seq to compare PM gene expression patterns at different time points during late-term embryonic to neonatal development in Gaoyou and Jinding ducks. We constructed eighteen polyA mRNA-seq libraries, including nine from Gaoyou duck PM at E21 and E27, and at 5 days post-hatching (dph) (three libraries at each developmental stage), and nine libraries from Jinding duck PM at the same time points (three libraries at each developmental stage). We performed an integrated analysis of the DEGs detected in this work to identify key genes and pathways affecting early PM development in ducks.

## Materials and methods

### Animals and PM sample collection

Two indigenous Chinese duck breeds, meat-type Gaoyou and egg-type Jinding ducks, were chosen for the present study because of their differential growth phenotypes. Two hundred half-sib fertile eggs of Gaoyou and Jinding ducks, respectively, from Jiangsu Gaoyou Duck Group (Jiangsu, China) were incubated in a standard commercial incubator. A total of 20–24 eggs were sampled from each breed on incubation days E21 and E27, and the muscles were collected from the left side. The anterior region of the left side was sampled and frozen immediately in liquid nitrogen and then stored at –80°C for RNA isolation. After direct examination of the gonad tissue and measuring the body weight and PM mass, six E21 female samples (3 Gaoyou, 3 Jinding) and six E27 female samples (3 Gaoyou, 3 Jinding) were randomly selected for subsequent analysis. Duck poults were reared from hatching to 5 days old in heated battery/brooder units. The temperature was maintained at 31°C at hatching, and was decreased gradually to 25°C until day 5. Light was provided continuously throughout the experiment. Ducklings were provided *ad libitum* with water and a pellet diet that met or exceeded NRC (National Research Council, 1994) nutrient recommendations (metabolizable energy 2.82 Mcal/kg, crude protein 22%) within 24 h after hatching. At 5 dph, 10 female ducklings selected randomly from each breed were re-fed for 1.5 h after a 16 h fast and then killed by anesthesia and exsanguination. Body weight and PM mass were measured, and six 5 dph female samples (3 Gaoyou, 3 Jinding) were selected for later analysis. All protocols involving the use of animals received prior approval from Jiangsu Institute of Poultry Science Animal Care and Use Committees.

### RNA isolation, library preparation, and sequencing

Total RNA was isolated from approximately 30 mg samples of PM tissue using Trizol^®^ reagent according to the manufacturer’s instructions (Invitrogen, Carlsbad, CA, USA). RNA degradation and contamination were assessed on 1% agarose gels. RNA concentration was measured using a Qubit^®^ RNA Assay Kit in a Qubit^®^ 2.0 Fluorometer (Life Technologies, CA, USA). RNA purity and integrity were checked using a Nano Photometer^®^ spectrophotometer (Implen, Westlake Village, CA, USA) and an RNA Nano 6000 Assay Kit (Bioanalyzer 2100 system; Agilent Technologies, Palo Alto, CA, USA), respectively.

A total amount of 3 μg RNA was used as input material for the RNA sample preparations. Finally, 18 samples with RNA integrity number (RIN) values >8.8 were used for library construction. Sequencing libraries were generated using an Illumina Tru Seq^™^ RNA sample preparation kit (Illumina, San Diego, CA, USA) following the manufacturer’s recommendations, and index codes were added to attribute a sequence to each sample. Briefly, polyA RNA mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. Fragmentation was carried out using divalent cations at elevated temperature in NEBNext First Strand Synthesis Reaction Buffer (5×). First strand cDNA was synthesized using random hexamer primers and M-MuLV reverse transcriptase (RNase H−). Second strand cDNA synthesis was subsequently performed using DNA polymerase I and RNase H. Remaining overhangs were converted into blunt ends via exonuclease/polymerase activities. After adenylation of 3′ ends of DNA fragments, a NEB Next Adaptor with hairpin loop structure was ligated to prepare for hybridization. To select cDNA fragments of 150–200 bp in length, library fragments were purified with an AMPure XP system (Beckman Coulter, Beverly, MA, USA), followed by 3 μl USER Enzyme (NEB) with size-selected, adaptor-ligated cDNA at 37°C for 15 min followed by 5 min at 95°C before PCR. PCR was performed for 10 cycles with Phusion High-Fidelity DNA polymerase, Universal PCR primers and Index (X) Primer. PCR products were finally purified (AMPure XP system) and library quality was assessed using an Agilent Bioanalyzer 2100 system.

Clustering of the index-coded samples was performed on a cBot Cluster Generation System using TruSeq PE Cluster Kit v3-cBot-HS (Illumina) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced using an Illumina HiSeq 2500 platform and 125-bp paired-end reads were generated.

### Quality control for paired-end reads

Raw data (raw reads) in FASTQ format were first processed using in-house perl scripts. The filtered data (filtered reads) were obtained by removing reads containing adapter or poly-N and low-quality reads from the raw data. At the same time, quality parameters for filtered data including Q20 (proportion of bases with a phred base-quality score >20; i.e., proportion of read bases with error rate <1%), Q30 (proportion of bases with a phred base-quality score >30; i.e., proportion of read bases with error rate <0.1%), GC content, and sequence-duplication level were used for data filtering (S1 Table). All the subsequent analyses were carried out using high-quality filtered data.

#### Sequence reads alignment to duck reference genome and annotated transcripts

Reference genome and gene model annotation files were downloaded from the duck genome website (ftp://ftp.ensembl.org/pub/release-80/fasta/anas_platyrhynchos/dna/). An index of the reference genome was built using Bowtie v2.0.6 and paired-end clean reads were aligned to the reference genome using TopHat v2.0.12 (http://tophat.cbcb.umd.edu/), set to mismatch = 2, with all other settings on the default parameters. TopHat was chosen as the mapping tool because it can generate a database of splice junctions based on the gene model annotation file, and thus give a better mapping result than other non-splice mapping tools. The detailed alignment information is presented in S1 Table, including total numbers of reads, mapped reads, and unique mapped reads.

### Quantification and differential expression analysis of transcripts

HTSeq v0.6.1 (http://www-huber.embl.de/users/anders/HTSeq) was used to count the read numbers mapped to each gene. RPKM (reads per kilobase of exon model per million mapped reads) were calculated based on the length of the gene and read counts mapped to this gene. This is currently the most commonly used method for estimating gene expression[12].

Differential expression was analyzed using the DESeq R package (1.10.1). DESeq provides statistical routines to determine differential expression in digital gene expression data using a model based on the negative binomial distribution. The resulting *P* values were adjusted using the Benjamini and Hochberg approach for controlling the false discovery rate[13]. Differential expression at the mRNA level was analyzed using Cuffdiff v2.2.1. A corrected *P* value of 0.05 was set as the threshold for significant differential expression.

### GO and gene functional analysis of DEGs

The Goseq R package implemented GO enrichment analysis of DEGs, in which gene length bias was corrected. GO terms with corrected *P*-values <0.05 were considered significantly enriched among the DEGs. We used KOBAS software to test the statistical enrichment of DEGs in KEGG pathways.

### qRT-PCR

To validate the repeatability and reproducibility of the gene expression data obtained by RNA sequencing in ducks, qRT-PCR was carried out on 16 selected DEGs from total RNA as used for RNA-Seq and superscript II reverse transcriptase (Invitrogen)-synthesized first-strand cDNA (primers shown in S2 Table). Gene-specific primers were designed by Primer 3 (http://fokker.wi.mit.edu/primer3/input.htm) and validated using Oligo 6.0. Primer sequences are shown in S2 Table. mRNA levels of the DEGs were normalized against the housekeeping genes glyceraldehyde 3-phosphate dehydrogenase (*GAPDH*) and beta-actin (*ACTB*) in the corresponding samples. qRT-PCR was carried out in triplicate with Super Real PreMix (SYBR Green) (FP204-01) master mix on a Real-Time PCR Detection System (Tiangen Biotech Co., Ltd., Beijing, China) and an ABI PRISM 7900 Sequence Detection System (Applied Biosystems) using the following program: 95°C for 10 min; 45 cycles of 95°C for 10 s, 60°C for 10 s, 72°C for 10 s, and 72°C for 6 min.

## Results

### Draft reads

To identify potential candidate genes affecting early PM development in ducks (especially at E27), we examined gene expression profiles in PM samples from Gaoyou and Jinding ducks during late-term embryonic to neonatal development using RNA-Seq. RNA was prepared from three PM samples from different developmental stages (E21 and E27 and 5 dph). 

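Pectoralis major (PM) RNA came from 2 duck breeds, Gaoyou (GY) and Jinding (JD), at embryonic day 21 (E21), embryonic day 27 (E27) and 5 days post-hatch (5 dph). Each of the 6 breed-by-stage groups held 3 samples, and each sample had its own cDNA library. The authors aligned the paired-end reads to the duck genome build BGI_duck_1.0, counted the reads on each gene, and deposited RPKM values, which are scaled to the reads counted on genes and to gene length. Each of the 18 samples had values for 19095 genes, of which 3461 were unannotated genes predicted by the authors, and 696 genes were at 0 in all samples. RPKM values rise in steps of 1 read, so the number of reads counted on genes could be read from the values of each sample. With these steps, 91.91% of the values above 0 corresponded to whole reads (98.76% for annotated genes and 62.02% for unannotated genes). Between 9805419 and 14809410 reads per sample were counted on genes, with a median of 11305999. The group medians at E21, E27 and 5 dph were 10640727, 11450192 and 11719175 reads in Gaoyou ducks, and 11975802, 11227179 and 11217189 reads in Jinding ducks. In the paper's S1 Table, the 18 samples have 39680224 to 59657382 filtered reads, which are counted before alignment. At the depths counted on genes, 3 reads on a gene of 1000 bases correspond to an RPKM of 0.203 to 0.306 depending on the sample, and this floor covers counting error only. Genes with an RPKM of at least 1 in at least 3 samples were tested, which kept 15023 genes, including 2776 unannotated genes. Differences between groups were tested with limma on log2(RPKM + 1), in 1 fit over the 6 groups with 9 contrasts, and P values were adjusted by the Benjamini-Hochberg method. Genes with an adjusted P value under 0.05 were counted as differentially expressed genes (DEGs). Fold changes are given on the log2(RPKM + 1) scale, which understates the change of genes with low expression, and errors of RPKM values are SDs of 3 samples. On data simulated at these depths with known changes in 200 genes, the same test called 6% of the changed genes at a 1.5-fold change, 74.5% at a 2-fold change and 96% at a 4-fold change. The simulation gave every gene and group the same spread between replicates. These rates may therefore not hold for genes or stages with a larger spread. For a single gene, 3 samples against 3 cannot give a two-sided exact permutation p under 0.1, so the calls rest on limma's estimate of the spread shared across groups and genes.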

Eighteen cDNA libraries were then constructed and subjected to Illumina deep sequencing for both duck breeds. 

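The 3 samples of a group differed by more than the sampling noise of the counted reads. Across the 18 pairs of samples within a group, the squared differences between recovered read counts were 8.49 to 32.4 times those that counting error alone would give (chi-square per degree of freedom). Pearson correlations of log2(RPKM + 1) across the tested genes, which are not independent replicates, were 0.978 to 0.985 within groups and 0.858 to 0.977 between groups. On average over the samples of a group, the 10 genes with the most reads held 11.49% of the reads in Gaoyou ducks and 11.59% in Jinding ducks at E21, 13.83% and 14.02% at E27, and 12.58% and 13.19% at 5 dph. The number of genes with an RPKM of at least 1 was 13857 to 13992 at E21, 13037 to 13428 at E27 and 13167 to 13590 at 5 dph.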

There were about 45 million filtered reads, the total mapped rate was 58.58%–64.82%, and the uniquely mapped rate was 56.21%–63.55%. All Q20 values (see Methods) were >94.015%, and the Q30 value was up to 91.015%. A schematic of the Illumina deep sequencing and analysis procedures is shown in S1 Table.

### DEGs in PM among different developmental periods

DEGs, expressed in RPKM, were compared among three developmental time points (E21 and E27 and 5 dph) and between the two duck breeds (Figs 1 and 2). The results of cluster analysis of DEGs are shown in Fig 2, with the same developmental time nodes superimposed. 

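The 6 group means were clustered by average linkage on Euclidean distances between log10(RPKM + 1) values. Over the 11922 genes that were differentially expressed in at least 1 comparison, the Gaoyou and Jinding groups of the same stage joined first. They joined at a distance of 11.81 at E21, 12.51 at 5 dph and 13.18 at E27. The 5 dph and E27 groups of both breeds then joined at 19.22, and the E21 groups joined last at 34.64. Over all 15023 tested genes the order of joining was the same, at distances of 13.14, 13.75, 14.39, 20.10 and 35.28.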

There were 522 DEGs between Gaoyou and Jinding ducks at E21, including 146 novel genes. 

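At E21, 510 of the 15023 tested genes differed between Gaoyou and Jinding ducks with an adjusted P value under 0.05 (limma, Benjamini-Hochberg adjustment), including 152 unannotated genes. Expression was higher in Gaoyou ducks for 294 of these genes and higher in Jinding ducks for 216. The median absolute log2 fold change of the 510 DEGs was 0.75, and 154 of them changed at least 2-fold. Fits of only the groups compared, instead of a spread shared across all 6 groups, left 290 DEGs at E21, 93 at E27 and 141 at 5 dph.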

There were 299 DEGs and 81 novel genes at E27, and 510 DEGs and 118 novel genes at 5 dph. 

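At E27, 1096 genes differed between the breeds by the same limma test with Benjamini-Hochberg adjustment, including 210 unannotated genes. Of these, 594 were more highly expressed in Gaoyou ducks and 502 in Jinding ducks. At 5 dph, 862 genes differed, including 163 unannotated genes, with 601 higher in Gaoyou ducks and 261 higher in Jinding ducks. The median absolute log2 fold change was 0.65 at E27 and 0.69 at 5 dph, and 199 and 171 genes changed at least 2-fold. With only the groups compared in each fit, the order of the stages changed, and E27 had the fewest DEGs (93) instead of the most. Leaving out any of 5 of the 6 E27 samples also put 5 dph above E27. Leaving out a sample of E21 or 5 dph likewise lowered the count of its own stage, so these fits cannot show whether the order is stable. The median SD of log2(RPKM + 1) between replicates was 0.174 and 0.180 at E27, and 0.135 to 0.160 at the other stages. A spread shared across all groups may understate that at E27, so the 1096 genes may be too many.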

A total of 43 DEGs were shared by both breeds at all time points, including19 novel genes (Fig 1 and S3 Table).

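In all, 2005 genes differed between the breeds at 1 stage or more. Of these, 317 differed only at E21, 749 only at E27 and 555 only at 5 dph, while 77 differed at E21 and E27 alone, 37 at E21 and 5 dph alone, and 191 at E27 and 5 dph alone. The remaining 79 genes, 32 of them unannotated, differed at all 3 stages. Expression was higher in Gaoyou ducks at every stage for 59 of the 79 genes and higher in Jinding ducks at every stage for 20, so no gene changed direction between stages. Of the 43 genes in the paper's S3 Table, 35 were among the 79. Both lists come from the same samples.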

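Among genes for which every sample of a breed lay above every sample of the other, the 3 genes with the largest differences at all 3 stages in each direction were as follows. Novel01643, on scaffold KB743367.1 from 21147 to 21481, was at 0 in all 9 Jinding samples, and its RPKM in Gaoyou ducks was 11.1 ± 7.11 at E21, 20.2 ± 12.9 at E27 and 14.5 ± 7.65 at 5 dph (SD, n = 3). Its log2 fold change between breeds was 3.39 at E21 (standard error 0.52, adjusted p = 0.0022, limma with Benjamini-Hochberg adjustment), 4.12 at E27 (adjusted p = 0.00044) and 3.84 at 5 dph (adjusted p = 0.001). Novel02576, on scaffold KB744749.1 from 446298 to 451534, was higher in Gaoyou ducks by 3.62, 3.54 and 3.19 on the log2 scale at E21, E27 and 5 dph (limma, Benjamini-Hochberg adjusted p = 0.00054, 0.00068 and 0.0017). Novel02565, on scaffold KB744718.1 from 7192 to 7901, had log2 fold changes of 3.41, 4.03 and 3.93 with a standard error of 1.12, and only the difference at E27 passed the threshold (limma, Benjamini-Hochberg adjusted p = 0.11, 0.039 and 0.05). Its RPKM varied within Jinding ducks, from 0 to 14.5 at E21, 0 to 10.2 at E27 and 0 to 14.3 at 5 dph. In the other direction, Novel03310, on scaffold KB812654.1 from 120 to 522, had log2 fold changes of -3.37, -3.28 and -4.70 between Gaoyou and Jinding ducks (limma, Benjamini-Hochberg adjusted p = 0.042, 0.031 and 0.0058). Within Gaoyou ducks, Novel03310 varied between samples, with an RPKM from 0 to 12.3 at E21 and from 0 to 9.6 at E27. ENSAPLG00000015208, annotated as interferon-induced guanylate-binding protein 1 on scaffold KB746411.1 from 670 to 5896, had log2 fold changes of -3.14, -3.34 and -3.85 (limma, Benjamini-Hochberg adjusted p = 0.00032, 0.00022 and 6e-05). Its RPKM was 1.15 ± 1.28, 1.36 ± 0.32 and 0.485 ± 0.522 in Gaoyou ducks, and 16.6 ± 6.12, 22.7 ± 0.243 and 20.5 ± 7.03 in Jinding ducks (SD, n = 3). Novel02901, on scaffold KB746871.1 from 37354 to 38666, had log2 fold changes of -2.15, -2.52 and -2.72 (limma, Benjamini-Hochberg adjusted p = 0.00051, 0.00016 and 6.8e-05).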

**Fig 1:**
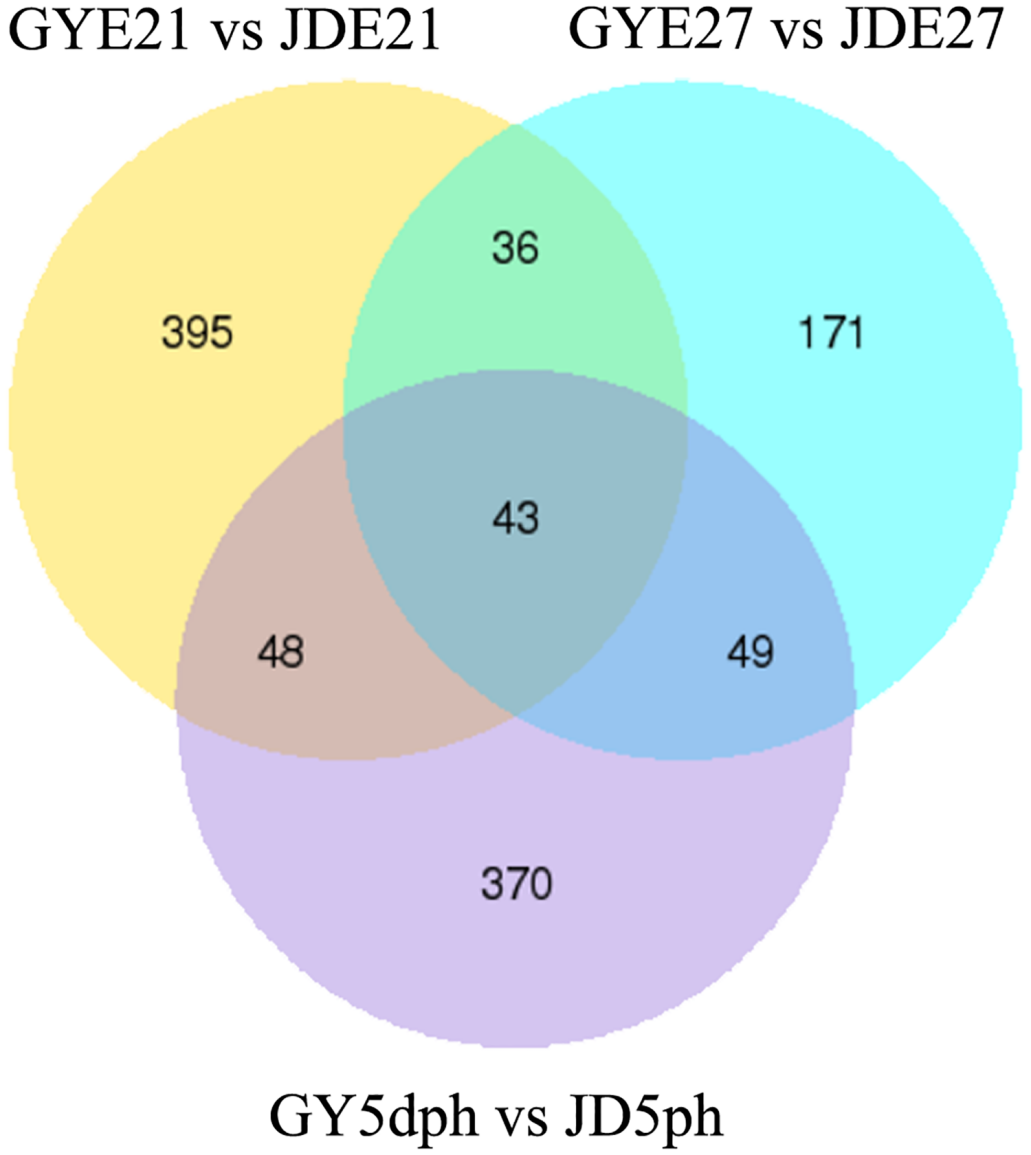
Venn diagram of differentially expressed genes (DEGs) among three developmental time points (E21 and E27 and 5 dph) and between two duck breeds. GY, Gaoyou duck; JD, Jinding duck.

**Fig 2:**
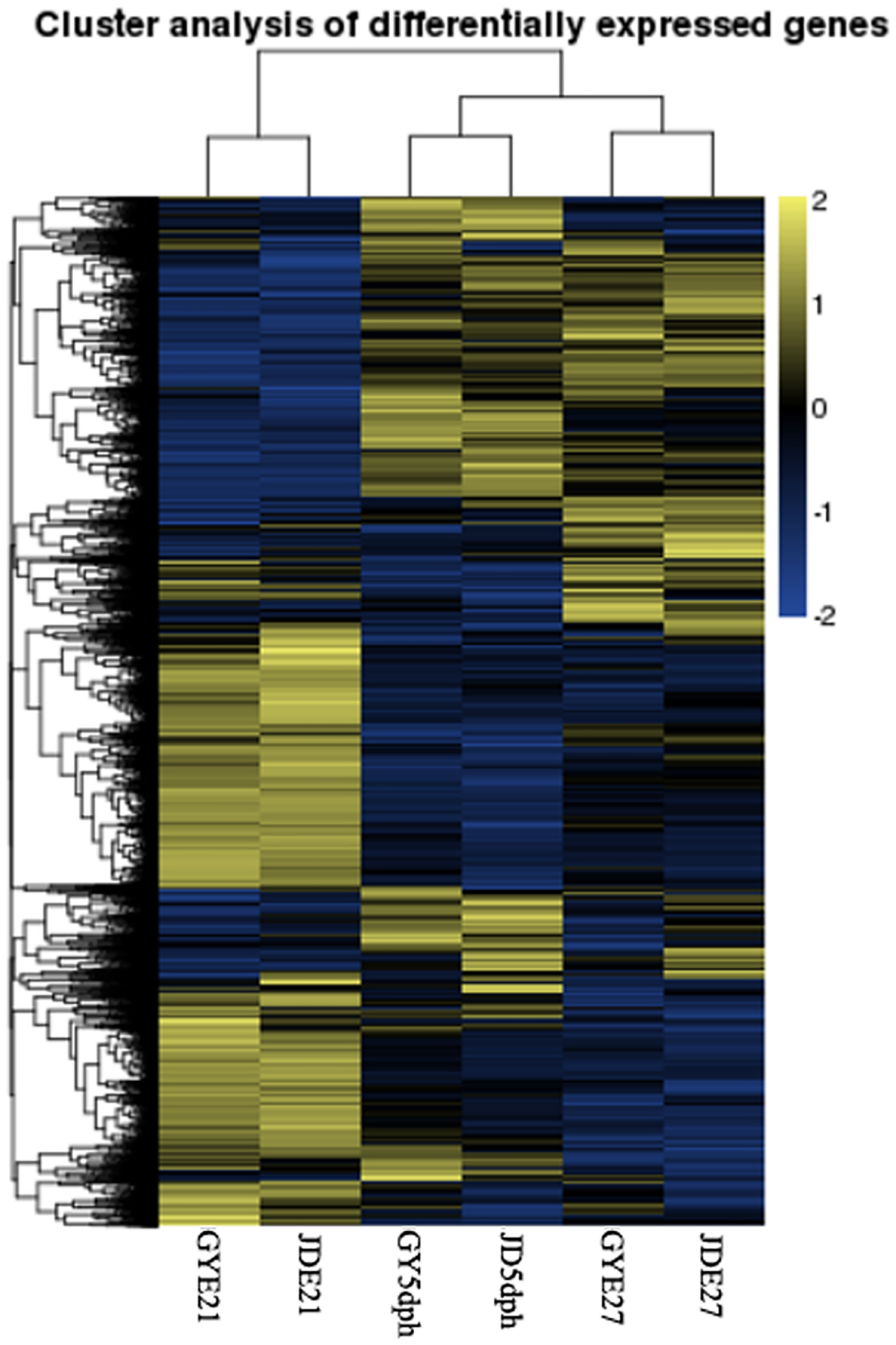
Cluster analysis of differentially expressed genes (DEGs). Expression profiles of DEGs at the same developmental time node in both duck breeds were combined. Yellow indicates high-expressed genes, and blue indicates low-expressed genes. GY, Gaoyou duck; JD, Jinding duck. Log_10_ (RPKM+1).

PM growth showed a static or decreasing trend at E27 compared with E21 and 5 dph[4–6]. In this study, we focused on DEGs that showed higher or lower expression levels at E27 compared with E21 and 5 dph in both duck breeds. 

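Genes that were significant both in E21 vs. E27 and in 5 dph vs. E27, with the same sign, were counted as lowest or highest at E27 (limma, Benjamini-Hochberg adjusted P value under 0.05). In Gaoyou ducks, 2011 genes met this criterion, of which 1196 were lower at E27 than at E21 and 5 dph, and 815 were higher. In Jinding ducks, 1641 genes met it, of which 822 were lower at E27 and 819 were higher. The alternative that moved these counts most was a required absolute log2 fold change of at least 1 in both contrasts, which left 175 genes lower and 149 higher in Gaoyou ducks, and 110 lower and 125 higher in Jinding ducks. The criterion includes ducklings at 5 dph that the paper fasted and fed again before sampling, so feeding may contribute to it.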

Among 1002 DEGs in Gaoyou ducks, 528 were more highly expressed at E21 and 5 dph compared with E27 (termed ‘up-regulated’), and 474 genes were more highly expressed at E27 (termed ‘down-regulated’), while among 663 DEGs in Jinding ducks, 359 were up-regulated and 304 were down-regulated. Cuffdiff analysis identified 776 DEGs that were up-regulated at E21 and 5 dph compared with E27, and 138 DEGs that were down-regulated at the mRNA level. A total of 306 DEGs were highly expressed at E27, while 339 DEGs were up-regulated in Jinding ducks.

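In both breeds, 972 genes met the criterion with the same direction, of which 535 were lowest at E27 and 437 were highest at E27. The paper's S4 Table lists 393 genes, and all of them were among the 15023 tested genes. All 393 genes changed in the listed direction in all 4 contrasts of E21 or 5 dph against E27. Of the 189 genes listed as lower at E27, 186 were significantly lowest in both breeds, and of the 204 genes listed as higher at E27, 194 were significantly highest (limma, Benjamini-Hochberg adjustment). The paper selected these genes in the same samples for being lower or higher at E27, so that this outcome was largely fixed beforehand. A further 592 genes met the criterion in both breeds that the table does not list.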

We further considered the 393 genes with expression patterns in line with the muscle development curve in both breeds (S4 Table). Among the 393 genes, 204 genes were more highly expressed at E27 compared with E21 and 5 dph, while 189 genes showed lower expression levels at E27 (Fig 3). 

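Among genes for which every E27 sample lay on the same side of every E21 and 5 dph sample of its breed, those with the largest changes in all 4 stage contrasts were as follows. Novel00888, an unannotated gene on scaffold KB742833.1 from 175059 to 179017, had an RPKM at E27 of 7.32 ± 2.35 in Gaoyou ducks and 7.26 ± 1.17 in Jinding ducks (SD, n = 3), and group means of 0.369 to 0.707 at the other stages. Its log2 fold changes against E27 were -2.48 and -2.26 at E21 and -2.46 and -2.60 at 5 dph in Gaoyou and Jinding ducks, respectively (limma, Benjamini-Hochberg adjusted p = 1.2e-07, 2.7e-07, 1.6e-06 and 2.1e-06). ENSAPLG00000012990, annotated as bestrophin-3 on scaffold KB742384.1 from 135991 to 152552, had an E27 RPKM of 16.1 ± 4.81 in Gaoyou ducks and 16.1 ± 4.24 in Jinding ducks (SD, n = 3), and log2 fold changes of -2.97 and -2.77 at E21 and -2.30 and -2.20 at 5 dph. ENSAPLG00000008807, annotated as sodium-coupled neutral amino acid transporter 4 on scaffold KB742451.1 from 707210 to 722544, had log2 fold changes of -3.20 and -2.68 at E21 and -2.16 and -2.63 at 5 dph. Among the genes lowest at E27, ENSAPLG00000005847, annotated as zinc finger MYND domain-containing protein 12 on scaffold KB742716.1 from 373371 to 385276, had log2 fold changes of 2.84 and 3.10 at E21 and 3.02 and 3.03 at 5 dph. ENSAPLG00000006640, annotated as uncharacterized protein KIAA0895-like on scaffold KB742706.1 from 38422 to 49762, had log2 fold changes of 2.89 and 2.53 at E21 and 2.72 and 2.92 at 5 dph. For these 4 annotated genes, the largest limma adjusted p over the 4 contrasts was 0.00021 (Benjamini-Hochberg). TNNC1 was also among the 3 genes of the lowest list.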

Regarding the functions of these genes, they included several important genes significantly related to muscle development. 

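TNNT2 (ENSAPLG00000012741) and TNNI1 (ENSAPLG00000012339) lie on the same scaffold, KB742677.1, from 1416713 to 1424785 and from 1394224 to 1398934, and TNNC1 (ENSAPLG00000008432) lies on scaffold KB743740.1 from 1135909 to 1141865. In Gaoyou ducks, the RPKM of TNNT2 was 560 ± 45.3 at E21, 2.14 ± 0.345 at E27 and 13.7 ± 2.5 at 5 dph (SD, n = 3). That of TNNI1 was 2323 ± 149, 227 ± 58.8 and 397 ± 24.3, and that of TNNC1 was 1603 ± 461, 52.6 ± 10.2 and 349 ± 48.2 (SD, n = 3). In Jinding ducks, the RPKM of TNNT2 was 484 ± 93.2, 1.09 ± 0.768 and 6.73 ± 3.8 at E21, E27 and 5 dph. TNNI1 had an RPKM of 1795 ± 169, 75.2 ± 27.9 and 179 ± 34.0, and TNNC1 had an RPKM of 1680 ± 175, 28.0 ± 7.15 and 179 ± 18.6 (SD, n = 3). For each of the 3 genes, every E27 sample lay below every E21 and 5 dph sample of its breed. 

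**Figure D1:**
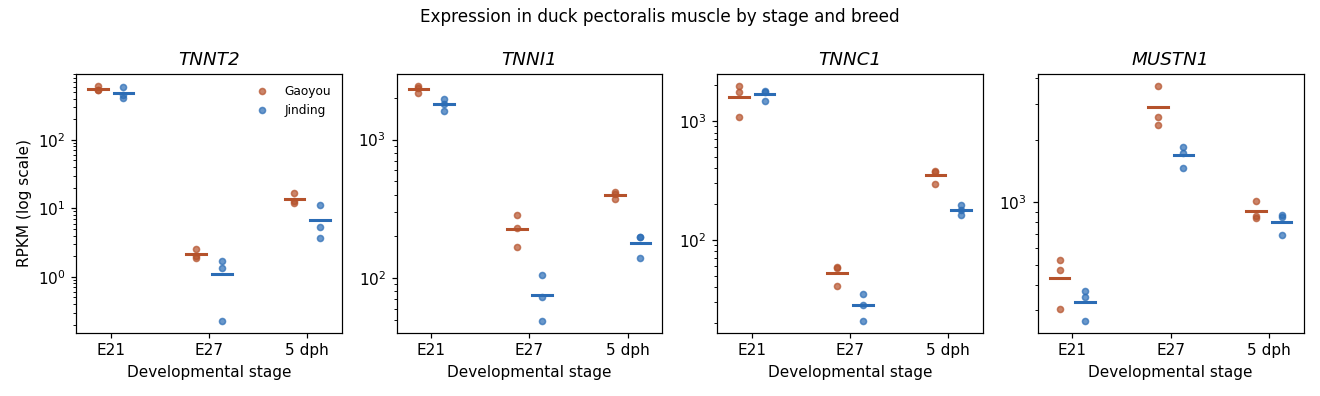
RPKM on a log axis of TNNT2, TNNI1, TNNC1 and MUSTN1 at E21, E27 and 5 dph. Each point is a sample of Gaoyou or Jinding ducks (3 per group) and each bar is the group mean; the 3 troponin genes were lowest at E27, where the mean of TNNT2 was 2.14 in Gaoyou and 1.09 in Jinding ducks, and MUSTN1 was highest at E27, with means of 2885 and 1693.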

Three genes, *TNNT2* (troponin T), *TNNI1* (troponin I) and *TNNC1* (troponin C) showed the lowest expression levels at E27. 

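In Gaoyou ducks, the mean RPKM at E21 was 262 times that at E27 for TNNT2, 10.2 times for TNNI1 and 30.4 times for TNNC1. The mean at 5 dph was 6.42, 1.75 and 6.63 times that at E27. On the log2(RPKM + 1) scale, TNNT2 changed by 7.48 between E27 and E21 (standard error 0.30, adjusted p = 3.4e-11, limma with Benjamini-Hochberg adjustment) and by 2.22 between E27 and 5 dph (standard error 0.30, adjusted p = 6.1e-05). For TNNI1, the log2 fold changes were 3.38 (standard error 0.22, limma Benjamini-Hochberg adjusted p = 7.3e-09) and 0.83 (standard error 0.22, adjusted p = 0.011). For TNNC1, they were 4.88 (standard error 0.22, limma Benjamini-Hochberg adjusted p = 8.6e-11) and 2.71 (standard error 0.22, adjusted p = 9.6e-07).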

Expression levels of these three genes in Gaoyou ducks were decreased 261.65, 10.22, and 30.44 times compared with that at E21, with a slight increase at 5 dph (6.42, 1.75, 6.63 times compared with E27). The expression trends and fold changes of these genes in Jinding ducks were similar. This subset of DEGs also included genes with relevant functions (as discussed later) (S4 Table) such as *MUSTN1* (musculoskeletal embryonic nuclear protein 1), *MYBPH* (myosin-binding protein H), *ANXA5* (annexin A5), *MYOZ1* (myozenin-1), *FNDC5* (fibronectin type III domain-containing protein 5), *IGF1* (insulin-like growth factor [IGF]) I), *IGF2BP3* (IGF2 mRNA-binding protein 3), *CENPF* (centromere protein F), and *SYNEM* (synemin).

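In Jinding ducks, the mean RPKM at E21 was 444 times that at E27 for TNNT2, 23.9 times for TNNI1 and 60.0 times for TNNC1, and the mean at 5 dph was 6.17, 2.37 and 6.40 times that at E27. The log2 fold changes against E27 were 7.92, 4.62 and 5.88 at E21 (limma, Benjamini-Hochberg adjusted p = 1.5e-11, 2.1e-10 and 1.2e-11). At 5 dph they were 1.85, 1.28 and 2.66 (limma, Benjamini-Hochberg adjusted p = 0.00034, 0.00064 and 2e-06). The ratio for TNNT2 rests on a low denominator, because the 3 Jinding samples at E27 had a mean RPKM of 1.09 with an SD of 0.768. Of the settings tried, a pseudocount of 0.1 moved this gene most, and the log2 fold change of TNNT2 E21 vs E27 in Jinding was then 8.98. The difference between the breeds in the change from E27 to E21 was -0.43 for TNNT2, -1.24 for TNNI1 and -1.01 for TNNC1 on the log2 scale, and none passed the limma interaction test (Benjamini-Hochberg adjusted p = 0.77, 0.16 and 0.24).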

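For each of these genes, every E27 sample lay on the same side of every E21 and 5 dph sample of its breed. MYBPH (ENSAPLG00000002403, scaffold KB742677.1 from 1660007 to 1668887) was highest at E27, with an RPKM of 86.0 ± 16.1, 379 ± 140 and 113 ± 39.9 at E21, E27 and 5 dph in Gaoyou ducks, and 94.0 ± 18.2, 551 ± 64.1 and 148 ± 25.8 in Jinding ducks (SD, n = 3). Against E27, the changes on the log2 scale were -2.08 and -2.55 at E21 and -1.74 and -1.90 at 5 dph in Gaoyou and Jinding ducks (limma, Benjamini-Hochberg adjusted p = 9.2e-06, 9.7e-07, 0.00021 and 0.00013). ANXA5 (ENSAPLG00000004530, scaffold KB742801.1 from 33182 to 50369) was also highest at E27, with log2 fold changes against E27 of -0.37 and -0.32 at E21 and -0.57 and -0.71 at 5 dph (limma, Benjamini-Hochberg adjusted p = 0.0089, 0.018, 0.001 and 0.00026). After quantile normalization between samples, the E21 changes of ANXA5 no longer passed the threshold: the log2 fold change of ANXA5 E21 vs E27 in Gaoyou was -0.22, and the log2 fold change of ANXA5 E21 vs E27 in Jinding was -0.18. IGF2BP3 (ENSAPLG00000013290, listed as IF2B3, scaffold KB743177.1 from 1236597 to 1343563) was lowest at E27, with an RPKM of 20.8 ± 1.53 in Gaoyou ducks and 20.5 ± 0.687 in Jinding ducks (SD, n = 3). Its log2 fold changes against E27 were 1.14 and 1.09 at E21 and 0.64 and 0.55 at 5 dph (limma, Benjamini-Hochberg adjusted p = 1.5e-07, 2.3e-07, 0.00024 and 0.0009).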

**Fig 3:**
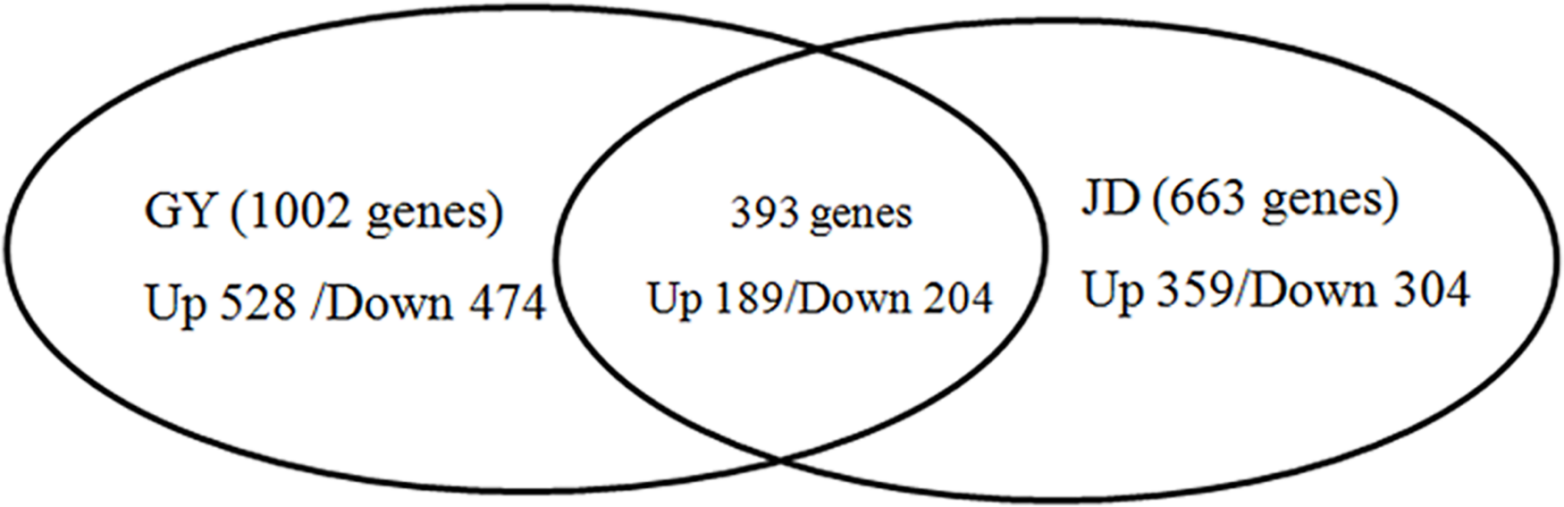
Numbers of genes that were differentially expressed in PM among E21 and E27 and 5 dph. GY, Gaoyou ducks; JD, Jinding ducks.

Cuffdiff analysis revealed 275 genes with expression levels in line with the PM development curves in both Gaoyou and Jinding ducks, including 196 up-regulated and 79 down-regulated DEGs. These genes showed partial overlap with the 393 DEGs detected by DESeq R package (159 DEGs), as well as 116 new genes (including 28 novel genes without gene descriptions). Regarding the functions of these 88 DEGs, two (*CENPE*, *FOXO3*) may be involved in muscle development.

### DEGs among different developmental periods

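Between E21 and E27, 8585 genes were differentially expressed in Jinding ducks and 8211 in Gaoyou ducks (limma, Benjamini-Hochberg adjusted P value under 0.05). Expression was higher at E21 for 5368 of the genes in Jinding ducks and 5204 in Gaoyou ducks, and higher at E27 for 3217 and 3007. This split is given under RPKM scaling only. Factors that scale each sample by its median ratio were 1.065 to 1.097 at E21 and 0.937 to 0.984 at E27. Part of the excess at E21 may therefore come from the scaling. The median absolute log2 fold change of these DEGs was 0.79 in Jinding ducks and 0.78 in Gaoyou ducks. The stage comparisons moved most when an absolute log2 fold change of at least 1 was also required, which left 3151 DEGs in Jinding ducks and 2814 in Gaoyou ducks.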

A total of 5422 genes were differentially expressed between E27 and E21 in Jinding ducks, and 5174 in Gaoyou ducks. A total of 4161 DEGs were shared by both breeds during this developmental period, comprising 76.74% and 80.42%, of the DEGs in each breed, respectively. 

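Of the DEGs between E21 and E27, 6811 were shared by both breeds, and 6799 of them changed in the same direction. The shared genes made up 79.34% of the DEGs in Jinding ducks and 82.95% of those in Gaoyou ducks. The difference between the breeds in the change itself was tested with the limma interaction contrast, and it passed the Benjamini-Hochberg threshold for 30 genes. The paper's S5 Table gives 1938 genes for this comparison in Jinding ducks that could be read, and all of them had the same sign here, 1879 with an adjusted P value under 0.05. This is fewer than the 5422 genes that the paper reports. They were called in the same samples, so a shared sign was largely fixed beforehand.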

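Between 5 dph and E27, 4280 genes were differentially expressed in Jinding ducks and 4507 in Gaoyou ducks by the same limma test with Benjamini-Hochberg adjustment. Expression was higher at 5 dph for 2002 of them in Jinding ducks and 2515 in Gaoyou ducks, and higher at E27 for 2278 and 1992. Both breeds shared 2648 of these DEGs, which made up 61.87% of the DEGs in Jinding ducks and 58.75% of those in Gaoyou ducks. Of the shared DEGs, 2639 changed in the same direction in both breeds, and 4 genes passed the test of the difference between breeds. By the paper's methods, the ducklings at 5 dph were fasted and then fed again before sampling. The contrasts of 5 dph against E27 therefore cannot separate stage from feeding.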

There were 1813 DEGs compared between 5 dph and E27 in Jinding ducks, and 2308 in Gaoyou ducks, with 1130 shared DEGs, accounting for > 50% of the DEGs (S5 Table). These results indicated that high percentages of DEGs were shared by both duck breeds at these two time periods.

### Validation of gene expression level

The threshold that corresponded to reliable results was assayed by quantitative reverse transcription-polymerase chain reaction (qRT-PCR). 

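The genes of the paper's Table 1 that are not treated elsewhere were examined in the RPKM values, and the qRT-PCR measurements were not analysed here. WIPI1 (ENSAPLG00000009001) was lower in Gaoyou than in Jinding ducks, with log2 fold changes of -0.85, -1.30 and -0.87 at E21, E27 and 5 dph (limma, Benjamini-Hochberg adjusted p = 0.0079, 0.00034 and 0.0059). For ARMC3 (ENSAPLG00000005071) they were -1.66, -1.64 and -0.71, and the difference at 5 dph did not pass the threshold (limma, Benjamini-Hochberg adjusted p = 0.0032, 0.0032 and 0.14). For GLIS3 (ENSAPLG00000014844) they were -1.05, -1.21 and -1.94 (limma, Benjamini-Hochberg adjusted p = 0.047, 0.016 and 0.0012). SRSF4 (ENSAPLG00000006595) was higher in Gaoyou ducks, by 0.42, 0.90 and 0.82 on the log2 scale, and the difference at E21 did not pass (limma, Benjamini-Hochberg adjusted p = 0.098, 0.0014 and 0.0029). ARMC3 and SRSF4 at E27 and GLIS3 at E27 and 5 dph lost their calls with only the groups compared in each fit, and GLIS3 at E21 lost its call with a pseudocount of 0.1. The S4 Table lists 2 genes as COEA1, ENSAPLG00000007141 and ENSAPLG00000008273. Both were lowest at E27, with E21 log2 fold changes of 5.58 and 3.49 in Gaoyou ducks and 6.41 and 3.89 in Jinding ducks, and 5 dph log2 fold changes of 1.46 and 1.07, and 1.01 and 0.69. KCRS (ENSAPLG00000006717) was highest at E27, with log2 fold changes against E27 of -5.30 and -5.08 at E21 and -1.52 and -1.75 at 5 dph in Gaoyou and Jinding ducks. DEP1A (ENSAPLG00000002417) was lowest at E27, with log2 fold changes of 2.08 and 2.51 at E21 and 0.91 and 0.63 at 5 dph. Over COEA1, KCRS and DEP1A, the largest limma adjusted p of these stage contrasts was 0.01 (Benjamini-Hochberg).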

Comparison of the RPKM values for 16 genes (selected from the total of 43 DEGs shared by all time points and both duck breeds and the above 393 DEGs) by *ΔΔ*Ct showed a strong relationship. The Pearson correlation values were >0.70 (Table 1). These results showed acceptable consistency between qPCR and fold change of DEGs in the transcriptome analysis.

**Table 1:** Correlation between RPKM and *ΔΔ*Ct of gene expression profiles by qRT-PCR.

Gene symbol	*P*-correlation	Gene id	Description
*F16P1*^#^	0.81	sp|P00636|	Fructose-1,6-bisphosphatase 1
*COL1A1*^#^	0.79	sp|P02457|	Collagen alpha-1(I) chain
*WIPI1*^#^	0.87	sp|Q5MNZ9|	WD repeat domain phosphoinositide-interacting protein 1
*ARMC3*^#^	0.88	sp|Q5W041|	Armadillo repeat-containing protein 3
*CEA20*^#^	0.89	sp|Q6UY09|	Carcinoembryonic antigen-related cell adhesion molecule 20
*GLIS3*^#^	0.75	sp|Q8NEA6|	Zinc finger protein GLIS3
*SRSF4*^#^	0.79	sp|Q8VE97|	Serine/arginine-rich splicing factor 4
*LAMC3*^#^	0.82	sp|Q9Y6N6|	Laminin subunit gamma-3
*TNNI1*^#^*	0.96	sp|P02645|	Troponin I, slow skeletal muscle
TNNT2*	0.81	sp|P02642|	Cardiac muscle isoforms
TNNC1*	0.70	sp|P09860|	Troponin C, slow skeletal and cardiac muscles
MYOZ1*	0.76	sp|Q8SQ24|	Myozenin-1
MYBPH*	0.72	sp|Q05623|	Myosin-binding protein H
COEA1*	0.87	sp|P32018|	Collagen alpha-1(XIV) chain
KCRS*	0.82	sp| P11009|	Creatine kinase S-type, mitochondrial
DEP1A*	0.75	sp| Q5TB30|	DEP domain-containing protein 1A

^#^Genes selected from the 43 DEGs shared by all time points and both Gaoyou and Jinding duck breeds;

*genes selected from the 393 DEGs with expression patterns in line with the muscle development curve in both Gaoyou and Jinding duck breeds

### Functional annotation of DEGs

All 393 DEGs in this study were mapped to terms in the gene ontology (GO) database to determine their function, and GO term enrichment analysis (*P*<0.1, hit list ≥3) was performed. A total of 137 genes were categorized in only one GO classification category (BP, biological process), and no DEGs were categorized in the cellular components (CC) or molecular functions (MF) categories. The top BP terms were: GO0016117 (carotenoid biosynthetic process), followed by GO0008033 (tRNA processing), GO0007018 (microtubule-based movement), and GO0015986 (ATP-synthesis-coupled proton transport) (Fig 4 and S6 Table).

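The changes of the genes that the paper's S6 Table lists under each term were examined in the 4 contrasts of E21 or 5 dph against E27. The table draws these genes from the 393 genes that the paper selected in the same samples for being lower or higher at E27. All 3 genes of the carotenoid biosynthetic process changed in 1 direction throughout, 2 of them lower and 1 higher at E27. Of the 6 genes of tRNA processing, 2 were lower and 4 were higher at E27 in all 4 contrasts. The 6 genes of microtubule-based movement were all lower at E27, and of the 6 genes of ATP synthesis coupled proton transport 1 was lower and 5 were higher. Absolute log2 fold changes ranged from 0.58 to 4.68 for the carotenoid term, 0.55 to 4.68 for tRNA processing, 0.34 to 3.35 for microtubule-based movement and 0.46 to 2.06 for ATP synthesis coupled proton transport. The enrichment of the terms was not analysed here.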

**Fig 4:**
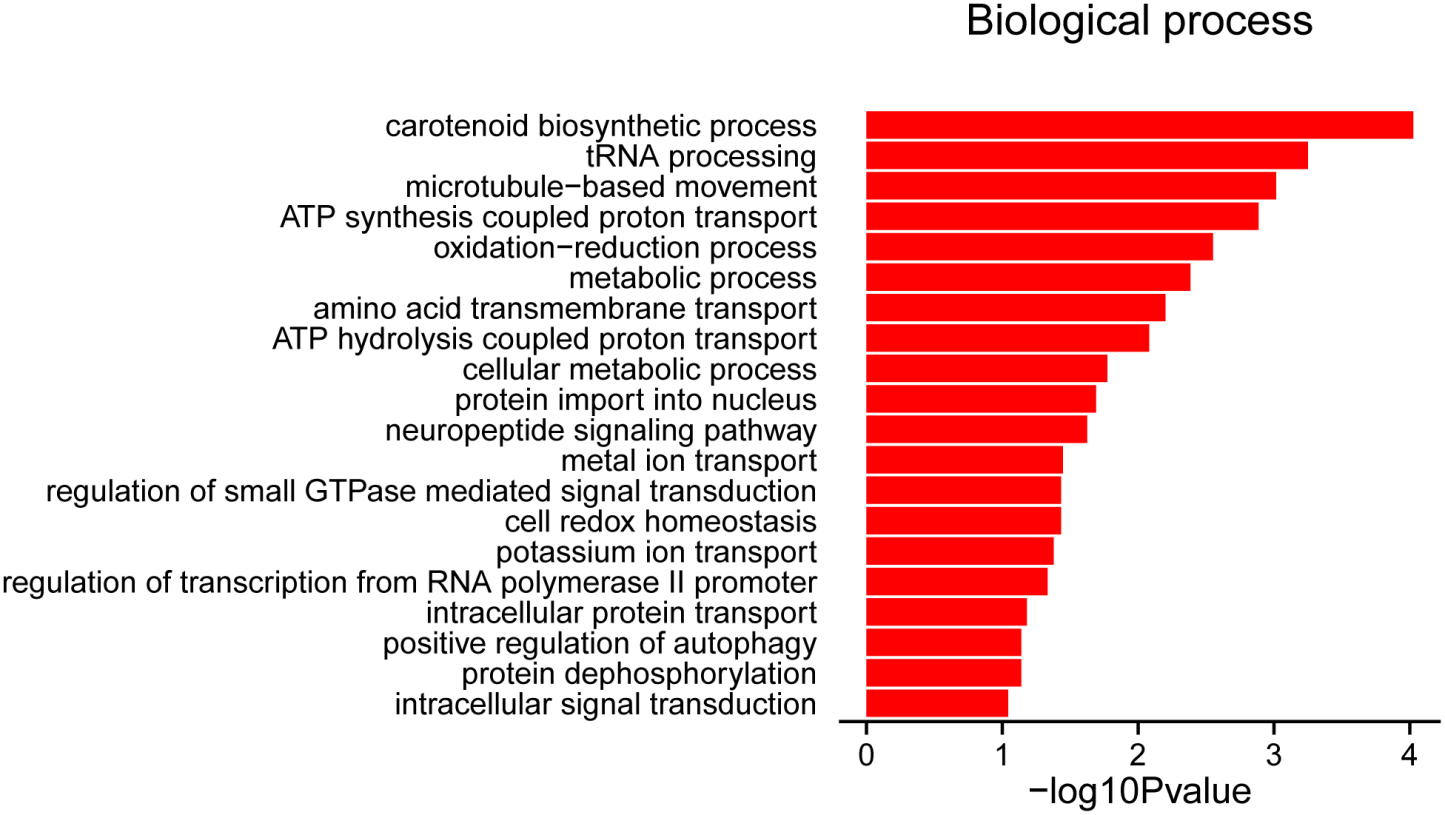
Significantly enriched gene ontology terms (*P*<0.1, hit list ≥3) among 393 differentially expressed genes in Gaoyou and Jinding duck breeds. All GO terms belong to ‘biological processes’.

### Pathways and regulatory network for muscle development in ducks

The regulation of muscle development may entail complex pathway interactions involving muscle, fat, and connective tissue, necessitating the analysis of regulatory networks. KEGG pathway analysis of the known 393 DEGs related to muscle development and lipid metabolism identified 24 pathways (*P*<0.05, hit list >3) (Fig 5). Well-known pathways affecting metabolism were enriched, including metabolic pathways, citrate cycle (TCA cycle), glycine, serine, and threonine metabolism, sulfur metabolism, carbon metabolism, and pyruvate metabolism. 

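The genes that the paper's S7 Table lists under each pathway, drawn from the same 393 selected genes, were examined in the same 4 contrasts. Of 72 distinct genes in metabolic pathways, 57 were higher and 15 were lower at E27 in all 4 contrasts. All 7 distinct genes of the citrate cycle were higher at E27, with absolute log2 fold changes of 0.48 to 1.71. Of the 6 distinct genes of glycine, serine and threonine metabolism, 4 were higher and 2 were lower, and of the 2 genes of sulfur metabolism 1 was higher and 1 was lower. In carbon metabolism, 10 of 12 genes were higher and 2 were lower at E27, and in pyruvate metabolism 4 of 5 were higher and 1 was lower. The table's gene identifiers repeat within some pathways, and the citrate cycle has 12 hits in the table for 7 distinct genes.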

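All 3 genes of fatty acid elongation, which belong to the 393 genes selected in the same samples, were significantly highest at E27 in both breeds, with absolute log2 fold changes of 0.50 to 1.28 (limma, Benjamini-Hochberg adjustment). In arginine and proline metabolism, 3 of 4 distinct genes were higher and 1 was lower at E27 in all 4 contrasts. The paper's S7 Table counts 6 hits for fatty acid elongation and 8 for arginine and proline metabolism.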

Pathways affecting lipid metabolism included fatty acid elongation, glycine, serine, and threonine metabolism, and arginine and proline metabolism (Fig 5 and S7 Table).

**Fig 5:**
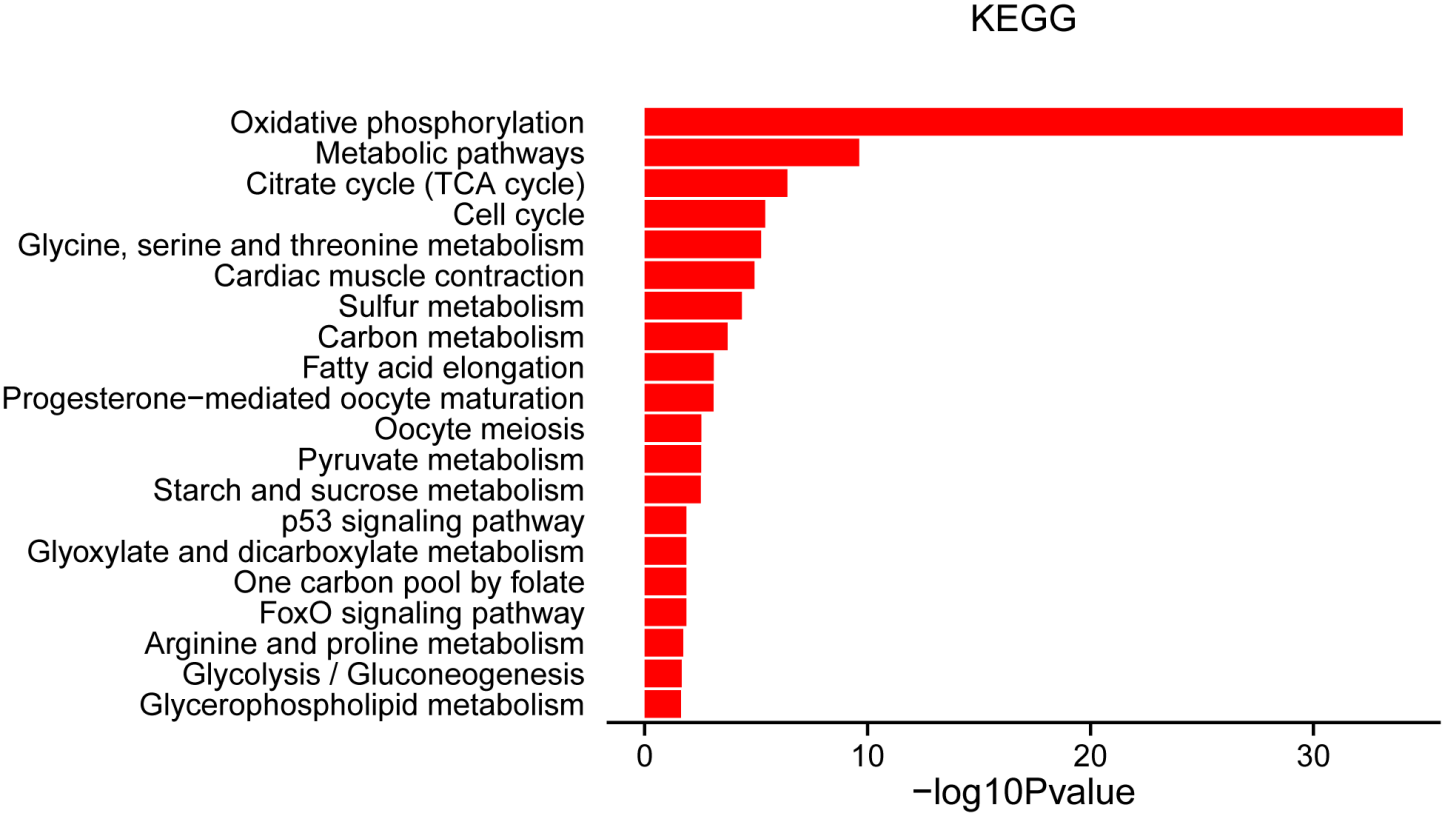
Significantly enriched KEGG pathways (*P*<0.05, hit list ≥3) among 393 differentially expressed genes in Gaoyou and Jinding duck breeds.

### Functional annotation of DEGs within breeds among different developmental periods

The top 20 GO terms and pathways in the two duck breeds at different developmental periods are shown in S5 Table. The two breeds shared several GO terms and pathways in the same development periods, while each breed also had distinct GO terms and pathways. Similar results were found for the other analyzed period (E27 vs. 5 dph).

## Discussion

We previously found that PM mass stopped increasing from E21 to E25, and actually decreased before hatching, then increasing from hatching to 7 dph in both Gaoyou and Jinding duck breeds. The PM mass in Gaoyou ducks was significantly higher than in Jinding ducks during the early development period (S1 Fig)[4]. We also analyzed the characteristics (CSA, diameter) of PM in the above two duck breeds and found results that were consistent with our earlier report[1]. This phenomenon was also reported in turkeys by Moore et al.[14], who found that the CSA of myofibers and satellite cell mitotic activity in PM decreased in late-term turkey embryos. We investigated the genes and molecular mechanisms involved in this developmental process by carrying out a comprehensive analysis of genes with expression levels that reflected the PM growth pattern. (i.e., genes with higher or lower expression levels at E27 compared with E21 and 5 dph) in Gaoyou and Jinding ducks. We found that 43 DEGs, including 19 novel genes, were shared at all time points and by both duck breeds. Furthermore, 393 DEGs had expression patterns in line with the PM growth patterns, among which 204 genes showed lower expression at E27 and 189 genes showed higher expression levels. The RNA-Seq data were confirmed to be reliable by *q*RT-PCR. These identified DEGs included many genes significantly related to muscle development.

### DEGs shared by both duck breeds at all time points

Forty-three genes (including 19 novel genes) were differentially expressed in both duck breeds at all analyzed time points. These genes may functionally influence the developmental of PM in duck breeds during the late-term embryonic to neonatal periods. Fructose-1,6-bisphosphatase 1 (*F16P1*) is a key regulatory enzyme of gluconeogenesis. It plays an essential role in metabolism and development in most organisms[15], and is strongly regulated by Ca^2+^[16]. *F16P1* gene expression decreased steadily from E21 to 5 dph, with significantly lower levels in Jinding compared with Gaoyou ducks. This change may reflect insufficient nutrition, especially in terms of Ca^2+^. 

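F16P1 (ENSAPLG00000013867, scaffold KB742900.1 from 411808 to 421716) had an RPKM in Gaoyou ducks of 19.2 ± 0.762 at E21, 17.6 ± 3.52 at E27 and 16.8 ± 3.34 at 5 dph (SD, n = 3). In Jinding ducks it was 9.17 ± 0.662, 6.06 ± 0.602 and 5.01 ± 0.734 (SD, n = 3). Every Gaoyou sample lay above every Jinding sample. The log2 fold change between Gaoyou and Jinding ducks was 0.99 at E21 (standard error 0.15, adjusted p = 0.002, limma with Benjamini-Hochberg adjustment), 1.38 at E27 (adjusted p = 0.00015) and 1.56 at 5 dph (adjusted p = 4.2e-05). Between stages, E21 exceeded E27 by 0.53 on the log2 scale in Jinding ducks (limma, Benjamini-Hochberg adjusted p = 0.0065) and by 0.13 in Gaoyou ducks (adjusted p = 0.47). The log2 fold change between 5 dph and E27 was -0.24 in Jinding ducks and -0.06 in Gaoyou ducks, and neither passed the limma test (Benjamini-Hochberg adjusted p = 0.25 and 0.79).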

Avian embryos use their limited energy reserves (yolk) to meet the demand of hatching activities, but the yolk reserves decrease during embryonic development and absorption was defective in early neonatal period.

Collagen alpha-1(I) chain (*COL1A1*), laminin subunit gamma-3 (*LAMC3)*, and FSD1-like protein (*FSD1L*) are important components of the basement membrane that act as a supporting scaffold and fix the epithelial cells to the connective tissue. The expression level of *COL1A1* was higher than *LAMC3* and *FSD1L*, with the lowest expression level occurring at E27 compared with E21 and 5 dph, and significantly lower expression in Jinding compared with Gaoyou ducks. 

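COL1A1 (ENSAPLG00000016362, listed as CO1A1, scaffold KB743634.1 from 33138 to 46990) had an RPKM of 795 ± 34.3, 591 ± 119 and 905 ± 138 at E21, E27 and 5 dph in Gaoyou ducks, and 564 ± 89.5, 337 ± 15.9 and 485 ± 61.3 in Jinding ducks (SD, n = 3). Every E27 sample lay below every E21 and 5 dph sample of its breed. Against E27, the log2 fold changes were 0.45 and 0.73 at E21 and 0.63 and 0.52 at 5 dph in Gaoyou and Jinding ducks (limma, Benjamini-Hochberg adjusted p = 0.021, 0.00077, 0.006 and 0.019). Between Gaoyou and Jinding ducks, the log2 fold change of COL1A1 was 0.51 at E21 (standard error 0.15, adjusted p = 0.087, limma with Benjamini-Hochberg adjustment), 0.79 at E27 (adjusted p = 0.0077) and 0.90 at 5 dph (adjusted p = 0.0043). LAMC3 (ENSAPLG00000012934, scaffold KB742651.1 from 828000 to 843581) had an RPKM of 1.65 ± 0.845, 1.34 ± 0.43 and 1.95 ± 0.127 in Gaoyou ducks and 0.257 ± 0.121, 0.285 ± 0.169 and 0.625 ± 0.282 in Jinding ducks (SD, n = 3). Between the breeds, the log2 fold changes were 1.03, 0.85 and 0.87 at E21, E27 and 5 dph (limma, Benjamini-Hochberg adjusted p = 0.013, 0.024 and 0.024). FSD1L (ENSAPLG00000013516, scaffold KB742652.1 from 1252925 to 1275378) had an RPKM of 10.3 ± 1.79, 7.74 ± 1.46 and 4.31 ± 1.34 in Gaoyou ducks and 17.9 ± 0.672, 18.2 ± 2.23 and 10.4 ± 2.21 in Jinding ducks (SD, n = 3). It was higher in Jinding ducks, with log2 fold changes of -0.76, -1.14 and -1.11 (limma, Benjamini-Hochberg adjusted p = 0.034, 0.0027 and 0.0036). With only the groups compared in each fit, the adjusted P values of COL1A1 at E27 and 5 dph, of LAMC3 at all 3 stages and of FSD1L at 5 dph no longer passed the threshold. FSD1L at E21 also lost its call with a pseudocount of 0.1 and with a block for replicate number. 

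**Figure D2:**
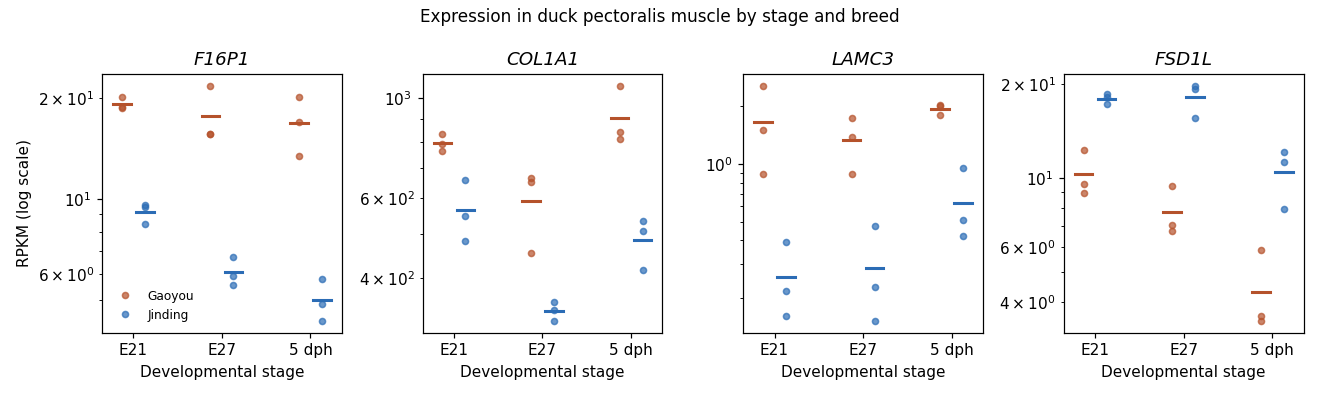
RPKM on a log axis of F16P1, COL1A1, LAMC3 and FSD1L at E21, E27 and 5 dph. Each point is a sample of Gaoyou or Jinding ducks (3 per group) and each bar is the group mean; F16P1, COL1A1 and LAMC3 had higher means in Gaoyou ducks at each stage, and FSD1L had higher means in Jinding ducks, with 18.2 against 7.74 at E27.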

Collagen is one of the main components of the endomysium and perimysium. High expression of *COL1A1* observed in other animals during this developmental period suggests that birds require additional energy at this time to fix the connective tissue and support the subsequent development of muscle cells. *COL1A1* gene expression levels are correlated with age and meat taste[17], suggesting that it may influence the quantity and quality of duck PM. 

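Between Gaoyou and Jinding ducks, the log2 fold change of TNNI1 was 0.37 at E21 (standard error 0.22, adjusted p = 0.4, limma with Benjamini-Hochberg adjustment), 1.62 at E27 (adjusted p = 0.00091) and 1.17 at 5 dph (adjusted p = 0.0079). The mean RPKM was 2323 in Gaoyou and 1795 in Jinding ducks at E21, 227 and 75.2 at E27, and 397 and 179 at 5 dph. With only the groups compared in each fit, the difference at E27 no longer passed the threshold.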

*TNNI1* was also differentially expressed in both duck breeds at all analyzed time points, as discussed below.

### DEGs with lower expression at E27

The troponin complex in skeletal and cardiac muscles, which plays a central role in Ca^2+^-regulated contraction, consists of three subunits: a Ca^2+^-binding subunit (troponin C, *TNNC*); an inhibitory subunit (troponin I, *TNNI*); and a tropomysin-binding subunit (troponin T, *TNNT*)[18], which are required for normal growth and breathing, and are essential for postnatal survival[19,20]. In the current study, *TNNT2* (cardiac muscle isoform), *TNNI1* (slow skeletal muscle isoform), and *TNNC1* 3 (slow skeletal and cardiac muscles isoform) showed the lowest expression levels at E27, and expression levels up to 443.98 times higher at E21 in Jinding ducks. 

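For the cardiac isoform TNNT2, Gaoyou and Jinding ducks did not differ significantly at any stage: the log2 fold change between the breeds was 0.23 at E21, 0.66 at E27 and 1.03 at 5 dph (limma, Benjamini-Hochberg adjusted p = 0.75, 0.19 and 0.054). TNNC1 did not differ at E21 (log2 fold change -0.11, adjusted p = 0.85, limma with Benjamini-Hochberg adjustment) and was higher in Gaoyou ducks by 0.90 at E27 (adjusted p = 0.023) and 0.95 at 5 dph (adjusted p = 0.019). The largest ratio of mean RPKM between E21 and E27 among the 3 troponin genes was that of TNNT2 in Jinding ducks, at 444.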

During the embryonic period, expression of the TNNT isoforms was not restricted to skeletal and cardiac muscle fiber types[21,22], and the complex expression and alternative splicing pattern of *TNNT2* in embryonic and neonatal skeletal muscles indicated that it was regulated by a genetically programmed biological clock, rather than by adaptation to changes in contractile function[18]. *TNNI* has evolved into *TNNI1*, *TNNI2*, and *TNNI3* isoforms, which are expressed under muscle-type-specific and developmental regulation[23]. *TNNI1* and *TNNI2* genes are switched on during skeletal muscle myogenesis and are co-expressed during the early periods of development, later becoming restricted to slow and fast skeletal muscle fibers, respectively[24,25]. Ma et al.[26] reported that an increase in intramuscular fat (IMF) content in pigs was positively correlated with the increased abundance of slow-twitch troponin I (TNNI1) protein and negatively correlated with myosin heavy chain IIb (MyHCIIb) protein content. It has been suggested that proteome changes in longissimus muscle contributed to the increased IMF content in L-arginine-supplemented pigs[26]. The *TNNC1* gene is expressed in both slow skeletal (*sTNNC*) and cardiac tissues (*cTNNC*). During development, both *cTNNC* and *sTNNC* are expressed in embryonic skeletal muscle, but expression of the *cTNNC* gene is subsequently turned off during the transition to fast-twitch muscle[27]. IGFs are synthesized in tissues and play an important role in embryonic development in birds via autocrine/paracrine mechanisms[28]. Higher IGF1 expression levels were found in muscle from E15-E18 with a peak at E17 followed by a decline during chick embryonic development[28]. We previously reported that *IGF1* and *MSTN* mRNA levels may influence muscle-growth rates in ducks[3]. *IGF1* positively regulates muscle cell differentiation, and affects gene and microRNA expression in this process[29]. 

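IGF1 (ENSAPLG00000010676, scaffold KB743378.1 from 89639 to 141006) had an RPKM of 6.96 ± 0.509 at E21, 1.65 ± 0.425 at E27 and 7.55 ± 1.58 at 5 dph in Gaoyou ducks, and 6.80 ± 1.14, 1.61 ± 0.593 and 4.96 ± 1.10 in Jinding ducks (SD, n = 3). Every E27 sample lay below every E21 and 5 dph sample of its breed. The log2 fold changes against E27 were 1.60 in Gaoyou and 1.59 in Jinding ducks at E21 (standard error 0.20, limma Benjamini-Hochberg adjusted p = 6.4e-06 and 5.7e-06). At 5 dph they were 1.69 and 1.20 (standard error 0.20, limma Benjamini-Hochberg adjusted p = 2.1e-05 and 0.00047).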

In this study, *IGF1* expression was lower at E27 compared with E21 and 5 dph in both duck breeds. This expression pattern and level were consistent with that reported by Hu et al.[3], and indicated that IGF1 may play an important role in PM development in ducks. IGF2BP3 (IGF2 mRNA-binding protein 3), as a member of the IGF2 mRNA-binding protein family, is expressed mainly during embryonic development[30]. IGF2BP3 plays a critical role in regulating cell proliferation via an IGF2-dependent pathway in K562 leukemia cells[30]. IGF2 is also a major fetal growth factor, and similar to IGF2, IGF2 mRNA-binding proteins are mainly expressed in developing epithelia, muscle, and placenta in both mouse and human embryos[31]. Irisin, a novel myokine encoded by the *FNDC5* gene, is reported to stimulate brown fat-like development of white fat tissue and thermo genesis in mammals, which is highly related to metabolic activity in skeletal muscle and brown fat[32,33]. At baseline, local expression of *FNDC5* in skeletal muscle is associated with mRNA expression of *IGF1* and mitochondrial function and mitochondria-related gene expression (such as *PPARγ*) in obese subjects with reduced growth hormone, suggesting a potential role for local-acting *FNDC5* in muscle in a low-growth hormone state[34]. In our study, *FNDC5* and *IGF1* gene expression patterns were similar, and lowest at E27. 

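FNDC5 (ENSAPLG00000006265, scaffold KB742637.1 from 26303 to 32981) had an RPKM of 70.5 ± 5.58 at E21, 13.9 ± 1.49 at E27 and 31.7 ± 9.25 at 5 dph in Gaoyou ducks, and 75.0 ± 6.04, 16.6 ± 2.14 and 25.6 ± 1.01 in Jinding ducks (SD, n = 3). Its log2 fold changes against E27 were 2.26 and 2.11 at E21 and 1.10 and 0.60 at 5 dph in Gaoyou and Jinding ducks (limma, Benjamini-Hochberg adjusted p = 1.1e-08, 1.8e-08, 9.9e-05 and 0.0091). This gene was taken as FNDC5 by its deposited annotation. The paper's S8 Table gives another identifier, annotated as FNDC1, so which gene the paper meant is uncertain. FNDC5 was higher at E21 than at 5 dph in the group means of both breeds, while IGF1 had means of 6.96 and 7.55 at these stages in Gaoyou ducks and 6.80 and 4.96 in Jinding ducks.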

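CENPF (ENSAPLG00000009924, scaffold KB742734.1 from 613700 to 648021) had an RPKM of 5.36 ± 0.341, 0.530 ± 0.0981 and 2.87 ± 0.431 at E21, E27 and 5 dph in Gaoyou ducks, and 7.05 ± 0.856, 0.271 ± 0.0992 and 1.24 ± 0.417 in Jinding ducks (SD, n = 3). Against E27, it had log2 fold changes of 2.06 and 2.66 at E21 and 1.33 and 0.80 at 5 dph (limma, Benjamini-Hochberg adjusted p = 1.7e-08, 8.6e-10, 1.2e-05 and 0.00095). SCOT1 (ENSAPLG00000010383, scaffold KB742602.1 from 267415 to 342572) had an RPKM of 55.5 ± 3.14, 21.5 ± 1.65 and 54.4 ± 8.1 in Gaoyou ducks, and 41.8 ± 4.51, 15.8 ± 2.93 and 38.9 ± 12.8 in Jinding ducks (SD, n = 3). Its log2 fold changes against E27 were 1.33 and 1.36 at E21 and 1.29 and 1.22 at 5 dph (limma, Benjamini-Hochberg adjusted p = 1.3e-05, 9e-06, 8.1e-05 and 0.00017).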

Other genes with reduced expression at E27, such as *CENPF*[35] and *SCOT1*[36], were also correlated with the development of PM and fatty deposits. *CENPF* is highly homologous to other cell cycle regulatory proteins such as mitosin and CMF1, *CMF1* regulates myocyte differentiation by interaction with Rb family members to induce the expression of myogenic regulatory factors, suggesting its involvement in regulating the cell cycle[35,37].

### DEGs with higher expression at E27

*MUSTN1* is involved in myogenic fusion and differentiation in various animals, and is an essential regulator of myogenic differentiation and myofusion. Its downstream targets are *MyoD1* and *MyoG*[38]. The relative growth rates of breast and leg muscles in Beijing ducks were correlated with the expression levels of the *MUSTN1* gene[39]. 

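MUSTN1 (ENSAPLG00000004095, listed as MSTN1, scaffold KB743740.1 from 861409 to 862840) had an RPKM of 432 ± 115 at E21, 2885 ± 688 at E27 and 905 ± 95.6 at 5 dph in Gaoyou ducks, and 330 ± 56.0, 1693 ± 198 and 804 ± 98.3 in Jinding ducks (SD, n = 3). The mean at E27 was 6.68 times that at E21 in Gaoyou ducks and 5.14 times in Jinding ducks, and the mean at 5 dph was 0.314 and 0.475 times that at E27. The log2 fold change of E21 against E27 was -2.75 in Gaoyou and -2.37 in Jinding ducks (standard error 0.20, limma Benjamini-Hochberg adjusted p = 2e-08 and 8.3e-08). For 5 dph against E27 it was -1.65 and -1.07 (standard error 0.20, limma Benjamini-Hochberg adjusted p = 2.7e-05 and 0.001). The breeds differed at E27, where MUSTN1 was higher in Gaoyou ducks by 0.75 on the log2 scale (limma, Benjamini-Hochberg adjusted p = 0.035). From the rise at E27 and the fall at 5 dph, when PM weight increased again, the paper proposes that MUSTN1 is involved in the growth of breast muscle.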

In the current study, PM development was slowest or even absent at E27, when *MUSTN1* gene expression increased rapidly to its highest level (>6-fold in Gaoyou ducks and 5.14-fold in Jinding ducks) compared with E21, and the expression level was down-regulated again (about 0.31-fold in Gaoyou and 0.48-fold in Jinding ducks) at 5 dph, when PM weight increased again. These results were consistent with the above-mentioned report, and suggest that *MUSTN1* is involved in the growth of breast muscle. Muscle specification and differentiation also require muscle regulatory factors (MRFs), including *MYOD1*, *MyoG*, *Myf6*, *and Myf5*, which are required for commitment of proliferating somatic cells to the myogenic linage and increase the transcriptional activation of various downstream target genes. In this study, *MYOD1* gene expression followed the same pattern as *MUSTN1* in both duck breeds, with the highest expression levels at E27. 

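MYOD1 (ENSAPLG00000005673, scaffold KB742690.1 from 98409 to 101622) had an RPKM of 311 ± 17.1 at E21, 506 ± 107 at E27 and 156 ± 9.57 at 5 dph in Gaoyou ducks, and 326 ± 41.7, 448 ± 89.4 and 166 ± 50.2 in Jinding ducks (SD, n = 3). Every E27 sample lay above every E21 and 5 dph sample of its breed. The log2 fold change of E21 against E27 was -0.68 in Gaoyou ducks (standard error 0.20, limma Benjamini-Hochberg adjusted p = 0.0081) and -0.45 in Jinding ducks (standard error 0.20, adjusted p = 0.064). For 5 dph against E27 it was -1.67 and -1.45 (limma, Benjamini-Hochberg adjusted p = 2e-05 and 8.5e-05). The E21 difference in Jinding ducks passed the threshold with only the groups compared in the fit, and with limma voom on recovered whole reads, a setting chosen after the data were examined. The E21 difference in Gaoyou ducks lost its call after quantile normalization between samples, under which the log2 fold change of MYOD1 E21 vs E27 in Gaoyou was -0.47.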

The expression patterns of the *MUSTN1* and *MYOD1* genes at the studied time points indicated that myogenic differentiation and myofusion were inhibited. We assessed *MYOD1* gene functioning by gene silencing in duck primary embryonic myoblasts and showed that down-regulated expression of *MYOD1* induced cell proliferation and inhibited differentiation, accompanied by a >2-fold down-regulation of *MyoG*, *Myf6*, and *MSTN* (*TGF-beta* super-family member and a potent negative regulator of skeletal muscle growth) expression and up-regulation of *Myf5* expression (data not published). These results revealed the important role of *MYOD1* in duck embryonic myoblasts.

The *MYOZ1* gene-encoded calsarcin-2 protein is expressed exclusively in fast-twitch muscles[40]. Mice deficient in calsarcin-2 have substantially reduced body weights and fast-twitch muscle mass in the absence of an overt myopathic phenotype[41]. The swine *MYOZ1* promoter improved the IMF content and influenced the quality of meat in pigs by up-regulating *sPPAR-γ2* (a key regulator of adipocyte differentiation) expression in skeletal muscle[40]. 

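MYOZ1 (ENSAPLG00000006178, scaffold KB742808.1 from 543577 to 556692) had an RPKM of 356 ± 38.1 at E21, 1483 ± 113 at E27 and 865 ± 112 at 5 dph in Gaoyou ducks, and 392 ± 45.5, 1453 ± 86.2 and 698 ± 217 in Jinding ducks (SD, n = 3). The log2 fold change of E21 against E27 was -2.06 in Gaoyou and -1.89 in Jinding ducks (limma, Benjamini-Hochberg adjusted p = 1.9e-07 and 4.2e-07). For 5 dph against E27 it was -0.78 and -1.11 (limma, Benjamini-Hochberg adjusted p = 0.005 and 0.00048).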

The higher expression level of the *MYOZ1* gene at E27 in the current study may indicate that the composition of skeletal muscle, in terms of the relative numbers of slow- and fast-twitch fibers, could be adjusted during this development stage. Synemin is necessary for maintaining membrane integrity and regulating signaling molecules during muscle hypertrophy[42–44]. 

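SYNEM (ENSAPLG00000008430, scaffold KB742523.1 from 846738 to 865607) had an RPKM of 7.68 ± 1.12, 32.2 ± 8.68 and 15.1 ± 1.43 at E21, E27 and 5 dph in Gaoyou ducks, and 9.43 ± 2.03, 34.1 ± 1.68 and 14.3 ± 1.02 in Jinding ducks (SD, n = 3). This gene had log2 fold changes of -1.90 and -1.77 at E21 and -1.01 and -1.20 at 5 dph against E27 (limma, Benjamini-Hochberg adjusted p = 2.1e-07, 4.3e-07, 0.00046 and 0.00015). ADIPO (ENSAPLG00000013537, scaffold KB744631.1 from 378974 to 379823) had an E27 RPKM of 97.4 ± 8.24 in Gaoyou ducks and 61.3 ± 11.5 in Jinding ducks (SD, n = 3), and log2 fold changes of -2.33 and -1.45 at E21 and -1.21 and -1.09 at 5 dph. The difference between the breeds in the ADIPO change from E27 to E21 was -0.88 and did not pass the limma interaction test (Benjamini-Hochberg adjusted p = 0.11). MYRIP (ENSAPLG00000016281, scaffold KB745003.1 from 107044 to 163949) had low values, with an E27 RPKM of 3.17 ± 0.351 in Gaoyou ducks and 3.42 ± 1.02 in Jinding ducks (SD, n = 3). The log2 fold changes of MYRIP were -0.87 and -0.89 at E21 and -0.53 and -0.61 at 5 dph (limma, Benjamini-Hochberg adjusted p = 0.00025, 0.00017, 0.02 and 0.0095). The 5 dph change of MYRIP in Jinding ducks lost its call with only the groups compared in the fit.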

The absence of synemin results in decreased fiber size and increased sarcolemmal deformability and susceptibility to injury[45], and is encoded by the *SYNEM* gene, which showed higher expression at E27 in both duck breeds Other genes that showed higher expression levels at E27 included *ADIPO* (adiponectin, which might slightly enhanced adipogenesis in skeletal muscle and is associated with the intramuscular fat content)[46,47], *MYRIP* (Rab effector MyRIP, which belongs to the protein kinase A (PKA)-anchoring family, is implicated in hormone secretion, functions as a scaffolding protein that links PKA to components of the exocytosis machinery)[48], *MYBPH* (myosin-binding protein H, which is conserved in various animals including chickens, and is a component of the thick filaments of the skeletal muscle and has strong affinity for myosin)[49,50].

### Go and KEGG pathways

Only the BP GO category was categorized in this study. All genes involved in the GO term 0007018 microtubule-based movement (*P<0*.*001*) (kinesin-like proteins *KIF11*, *KIF14*, *KIF15*, *KIF20*, *KIF23* and centromere-associated protein E, *CENPE)* showed lower expression levels at E27 compared with E21 and 5 dph. 

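The genes of microtubule-based movement are KIF11 (ENSAPLG00000004051), KIF14 (ENSAPLG00000009855), KIF15 (ENSAPLG00000012803), KIF20A (ENSAPLG00000009529), KIF23 (ENSAPLG00000004709) and CENPE (ENSAPLG00000006139). For all 6 genes, every E27 sample lay below every E21 and 5 dph sample of its breed. In Gaoyou ducks, the E27 mean RPKM was 0.242 for KIF14, 0.361 for CENPE, 0.807 for KIF15, 1.35 for KIF23, 1.51 for KIF11 and 1.84 for KIF20A. In Jinding ducks it was 0.190, 0.213, 0.531, 0.494, 0.797 and 1.23, in the same order. The log2 fold changes of E21 against E27 were 1.64 to 2.68 in Gaoyou ducks and 1.75 to 3.35 in Jinding ducks. For 5 dph against E27, they were 0.58 to 1.59 in Gaoyou ducks, and 0.34 for KIF14 and 0.92 to 1.19 for the other genes in Jinding ducks. All of these changes passed the limma test except that of KIF14 between 5 dph and E27 in Jinding ducks (standard error 0.14, Benjamini-Hochberg adjusted p = 0.08). This change passed with a pseudocount of 0.1, where the log2 fold change of KIF14 5 dph vs E27 in Jinding was 1.06. The 5 dph change of KIF20A in Jinding ducks lost its call with only the groups compared in the fit.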

Kinesin-family proteins are a class of microtubule-based motor proteins that function in mitosis as well as meiosis in both plant and animal systems[51,52]. Similarly, all genes included in the GO term 0006606 protein import to nucleus (centromere protein F *CENPF*, *CEP89*, *IMA2*, *HMMR*, *KIF15*) showed decreased expression levels at E27 compared with E21 and 5 dph, while all genes included in the GO term 0006470, protein dephosphorylation, were highly expressed at E27 compared with E21 and 5 dph.

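All 5 genes of protein import into nucleus, which belong to the paper's 393 genes selected in the same samples, were significantly lowest at E27 in both breeds, with absolute log2 fold changes of 0.63 to 3.94 (limma, Benjamini-Hochberg adjustment). IMA2 (ENSAPLG00000010252, scaffold KB742588.1 from 1324764 to 1330077) had the largest change, with an RPKM of 31.9 ± 1.40, 3.48 ± 0.638 and 12.9 ± 2.33 at E21, E27 and 5 dph in Gaoyou ducks, and 34.1 ± 5.18, 1.27 ± 0.228 and 5.21 ± 1.73 in Jinding ducks (SD, n = 3). HMMR (ENSAPLG00000012722, scaffold KB744621.1 from 1288467 to 1298419) had an E27 RPKM of 1.82 ± 0.283 in Gaoyou ducks and 1.03 ± 0.199 in Jinding ducks (SD, n = 3). CEP89 (ENSAPLG00000006679, scaffold KB743139.1 from 611082 to 636086) changed least, with log2 fold changes of 0.81 at E21 in both breeds and 0.79 and 0.63 at 5 dph in Gaoyou and Jinding ducks (limma, Benjamini-Hochberg adjusted p = 0.00034, 0.00031, 0.0012 and 0.0066). The 5 dph change of CEP89 in Jinding ducks lost its call with only the groups compared in the fit. All 4 genes of protein dephosphorylation were significantly highest at E27 in both breeds, with absolute log2 fold changes of 0.99 to 2.08.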

Pathways affecting lipid metabolism were identified in this study, including fatty acid elongation. All three genes in this pathway (*MECR*, *ACOT1*, and *ELOVL1*) were down-regulated in E27. 

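MECR (ENSAPLG00000006736, scaffold KB742797.1 from 27597 to 32534) had an RPKM of 3.72 ± 0.277, 6.51 ± 0.765 and 2.90 ± 0.931 at E21, E27 and 5 dph in Gaoyou ducks, and 3.33 ± 0.537, 5.92 ± 0.465 and 2.79 ± 0.402 in Jinding ducks (SD, n = 3). ACOT1 (ENSAPLG00000007409, scaffold KB743275.1 from 2301194 to 2313472) had an RPKM of 36.5 ± 4.53, 53.6 ± 9.90 and 28.3 ± 3.78 in Gaoyou ducks, and 29.8 ± 3.89, 71.7 ± 9.83 and 28.9 ± 2.24 in Jinding ducks (SD, n = 3). ELOVL1 (ENSAPLG00000010532, listed as ELOV1, scaffold KB742473.1 from 1411179 to 1414402) had an RPKM of 30.9 ± 2.38, 46.3 ± 1.39 and 32.4 ± 2.50 in Gaoyou ducks, and 25.1 ± 0.900, 44.6 ± 4.63 and 30.0 ± 1.27 in Jinding ducks (SD, n = 3). For each of the 3 genes, every E27 sample lay above every E21 and 5 dph sample of its breed. The log2 fold changes of E21 against E27 were -0.67, -0.53 and -0.57 in Gaoyou ducks (limma, Benjamini-Hochberg adjusted p = 0.002, 0.0067 and 4.2e-05) for MECR, ACOT1 and ELOVL1. In Jinding ducks they were -0.68, -1.24 and -0.80 (limma, Benjamini-Hochberg adjusted p = 0.0016, 3.8e-06 and 1.2e-06). For 5 dph against E27, the log2 fold changes were -0.97, -0.89 and -0.50 in Gaoyou ducks and -0.87, -1.28 and -0.55 in Jinding ducks, and the largest limma adjusted p was 0.00079 (Benjamini-Hochberg). In the paper's wording, genes more highly expressed at E27 than at E21 and 5 dph are termed down-regulated.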

The cytosolic form of MECR (cMECR) is expressed in the cytosol and/or nuclear region, and binds directly to PPARα and enhances PPARα activity[53]. Elongation of very-long-chain fatty acids 1 (*ELOVL1*) is an ubiquitously expressed gene, the product of which was thought to be associated with elongation of carbon chains in fatty acids[54]. 

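Of the genes that the paper's S7 Table lists, all 7 of the citrate cycle and 4 of the 6 of glycine, serine and threonine metabolism were significantly highest at E27 in both breeds (limma, Benjamini-Hochberg adjustment). The other two genes of glycine, serine and threonine metabolism were significantly lowest at E27. Absolute log2 fold changes over the 4 contrasts were 0.48 to 1.71 for the citrate cycle and 0.37 to 4.68 for glycine, serine and threonine metabolism. Of the 29 distinct genes of oxidative phosphorylation, all were significantly highest at E27 in both breeds, with absolute log2 fold changes of 0.45 to 2.00. These genes were selected by the paper in the same samples for being lower or higher at E27, so that a significant change at E27 was largely fixed beforehand. From the higher expression of most genes in these pathways, the paper proposes that metabolic demands were increased when muscle development was reduced at E27.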

Well-known metabolic pathways (such as citrate cycle and glycine, serine, and threonine metabolism) were enriched in the DEGs identified in this study, with most genes involved in these pathways showing higher expression levels at E27. During development, the metabolic needs of skeletal muscle can change to adapt to its functional characteristics, and our results suggest that the metabolic demands were increased when muscle development was reduced at E27. In contrast, all the genes involved in the cell cycle pathway showed lower expression levels at E27 compared with E21 and 5 dph. 

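All 12 distinct genes that the paper's S7 Table lists under cell cycle were significantly lowest at E27 in both breeds (limma, Benjamini-Hochberg adjustment). Their absolute log2 fold changes over the 4 contrasts were 0.41 to 4.12. These genes come from the paper's list of genes that were lower or higher at E27 in the same samples.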

Cell cycle arrest is known to be a prerequisite for myoblast fusion and subsequent differentiation[55]. In this study, the growth of breast muscle in both duck breeds was static or decreased at E27, while the genes involved in the cell cycle were inhibited and their expression levels were reduced. These results indicated that these cells either entered cell cycle, or showed cell cycle arrest during myoblast cell fusion or differentiation, consistent with the above report[55]. Most genes (e.g., various cytochrome c oxidase and cytochrome b-c1 complex subunits) involved with the pathway cardiac muscle contraction showed higher expression levels at E27, except for *TNNT2* and *TNNC1* which showed lower expression levels. These results may indicate that, during this static growth period, breast muscle function is maintained, with activated metabolic pathways and arrested cell cycle.

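Of the 12 distinct genes that the paper's S7 Table lists under cardiac muscle contraction, 10 were significantly highest at E27 in both breeds and 2 were significantly lowest (limma, Benjamini-Hochberg adjustment). The 12 genes belong to the list that the paper selected in the same samples for being lower or higher at E27. Their absolute log2 fold changes ranged from 0.54 to 7.92 over the 4 contrasts. The lowest genes were TNNT2 and TNNC1, whose E27 means were 2.14 and 52.6 RPKM in Gaoyou ducks and 1.09 and 28.0 RPKM in Jinding ducks.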

Although some genes were differentially expressed between duck breeds at different development periods, comparisons of E21 vs. E27, and E27 vs. 5 dph within each breed showed that >50% of DEGs were shared by both breeds, and >76.74% were expressed during late embryonic development (E21 vs E27). 

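The share of the total sum of squares of log2(RPKM + 1) over the 15023 tested genes was 71.47% between stages, 7.59% between breeds, 4.07% for their interaction and 16.87% between replicates. With stage labels permuted within breed 100000 times, the share between stages had a p of 1.0e-05, the smallest that this permutation test can give. With breed labels permuted within stage, the share between breeds had a permutation p of 2.5e-04, which is also about the smallest that the possible label sets can give. Scaling each gene to variance 1 moved the stage share most, to 58.54%, with 8.63% between breeds. By number of DEGs, the within-breed comparisons between stages gave 4280 to 8585 genes, and the comparisons between breeds gave 510 to 1096 genes (limma, Benjamini-Hochberg adjusted P value under 0.05). From the DEGs shared by both breeds in the stage comparisons, the paper concludes that duck breed had less effect than age.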

The effect of duck breed on DEGs was therefore less than that of age. The 393 DEGs shared by different periods and both duck breeds may help to reveal the mechanism of PM development during the late embryonic period and early post-hatching. 

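The number of DEGs between E21 and E27 was 1.82 times that between 5 dph and E27 in Gaoyou ducks (8211 against 4507) and 2.01 times in Jinding ducks (8585 against 4280). With an absolute log2 fold change of at least 1 required, the counts were 2814 against 830 in Gaoyou ducks and 3151 against 709 in Jinding ducks. With only the groups compared in each fit, the counts for 5 dph against E27 were 3391 in Gaoyou ducks and 2675 in Jinding ducks, and E21 against E27 kept the larger number.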

We also found more DEGs in E21 vs. E27 compared with E27 vs. 5 dph, suggesting that more changes occurred during the late embryonic period. This could be because the organs and tissues were becoming prepared to survive in a changeable environment after hatching. GO and pathway analyses of these DEGs showed the presence of distinct as well as shared terms and pathways between different breeds, indicating that PM development in ducks may be controlled by similar mechanisms in different breeds (as noted above), while other mechanisms may be specific to different breeds. The GO terms shared between E21 and E27 included both BP and MF terms, but not CC terms, while three CC terms, two MF terms, and one BP term were shared between E27 and 5 dph. The DEGs detected in different developmental periods were involved in different functional annotations. Pathway analysis revealed 9 and 10 pathways shared in both breeds at E21 vs. E27 and E27 vs. 5 dph, respectively, most of which were involved in metabolism, such as oxidative phosphorylation, the citrate cycle (TCA cycle), carbon metabolism, and other amino acid metabolism. DEGs involved in ECM–receptor interactions, especially collagen family members, also play an important role in affecting muscle development [56].

**In conclusion,** about 393 genes were differentially expressed at the analyzed time points, which was in accord with the curve of PM development during the early developmental period. Forty-three DEGs were shared across all the analyzed time points and both duck breeds. We discussed the functions of 19 genes (summarized in S8 Table) that may be important candidate genes involved in duck PM development. More than 50% of DEGs (detected in E21 vs. E27 and E27 vs. 5 dph) were shared by both breeds, suggesting that breed may have less effect on PM development than developmental age. We also identified DEGs involved in different metabolism and cell cycle pathways that may functionally influence PM development. These results provide valuable information regarding the mechanisms underlying PM development in ducks.

## Supporting information

S1 Table Basic statistics for RNA-seq reads generated from pectoralis muscle of Gaoyou and Jinding ducks. (XLSX) Click here for additional data file.

S2 Table Selected qRT-PCR primer sequences. *ACTB and *GAPDH* were the endogenous control genes.
(XLSX) Click here for additional data file.

S3 Table Differentially expressed genes shared by both Gaoyou and Jinding duck breeds among three developmental time points (embryonic days 21 and 27 and post-hatching day 5), including 19 novel genes. (XLSX) Click here for additional data file.

S4 Table List of 393 differentially expressed genes with expression patterns in line with the muscle development curve in both Gaoyou and Jinding duck breeds. Sheet 1, RPKM for 393 DEGs; sheet 2, fold changes for 393 DEGs.
(XLSX) Click here for additional data file.

S5 Table List of DEGs within duck breeds at different time periods (E21 vs. E27 and E27 vs. 5 dph), and top 20 enriched GO terms and pathways among DEGs within Gaoyou and Jinding ducks at different time periods. Sheets 1–4: Lists of DEGs within Gaoyou and Jinding ducks at E21 vs. E27 and E27 vs. 5 dph; sheet 5: DEGs within Gaoyou and Jinding ducks; sheet 6: top 20 GO terms; sheet 7: top 20 pathways.
(XLSX) Click here for additional data file.

S6 Table Enriched gene ontology terms among 393 differentially expressed genes in Gaoyou and Jinding duck breeds. All GO terms belong to ‘biological processes’. Sheet 1, all enriched GO terms; sheet 2, significant GO terms (*P*<0.1, hit list ≥3); sheet 3, details of different significant GO terms.
(XLSX) Click here for additional data file.

S7 Table Enriched KEGG pathways among 393 differentially expressed genes in Gaoyou and Jinding duck breeds. Sheet 1, all enriched KEGG pathways; sheet 2, significant KEGG pathways (*P*<0.05, hit lists ≥3); sheet 3, details of different significant KEGG pathways.
(XLSX) Click here for additional data file.

S8 Table Gene list summarized in Discussion. (XLSX) Click here for additional data file.

S1 Fig Profiles of body weight (left) and PM weight (right) during early development in ducks. (DOCX) Click here for additional data file.

## References

[1] LiHF, ShuJT, ShanYJ, ChenWF, SongC, XuWJ. Myofiber development during embryonic to neonatal development in duck breeds differing in muscle growth rates. Journal of Integrative Agriculture. 2016; 15: 403–413.

[2] ShuJT, LiHF, ShanY, XuWJ, ChenW, SongC, et al Expression profile of IGF-I-calcineurin-NFATc3-dependent pathway genes in skeletal muscle during early development between duck breeds differing in growth rates. Dev Genes Evol. 2015; 225: 139–148. doi: 10.1007/s00427-015-0501-8 2596359710.1007/s00427-015-0501-8

[3] HuY, LiuHX, SongC, XuWJ, JiGG, ZhuCH, et al Profiles of mRNA expression of related genes in the duck hypothalamus-pituitary growth axis during embryonic and early post-hatch development. Gene. 2015; 559: 38–43. doi: 10.1016/j.gene.2015.01.009 2557795210.1016/j.gene.2015.01.009

[4] HuY, LiuHX, ShanYJ, JiGG, XuWJ, ShuJT, et al The relative expression levels of insulin-like growth factor 1 and myostatin mRNA in the asynchronous development of skeletal muscle in ducks during early development. Gene. 2015; 567: 235–243. doi: 10.1016/j.gene.2015.05.001 2594363710.1016/j.gene.2015.05.001

[5] JingDL, ZhangQQ, CenLS, XieDJ, LiangXN. Study of embryonic growth and development of organs in Duck. Jiangsu Agric. Sci. 2007; 1: 122–124 (in Chinese)

[6] ChenW, TangaraM, XuJ, PengJ. Developmental transition of pectoralis muscle from atrophy in late-term duck embryos to hypertrophy in neonates. Exp Physiol. 2012; 97: 861–872. doi: 10.1113/expphysiol.2011.01083.x 2278724310.1113/expphysiol.2011.01083.x

[7] PicardB, LefaucheurL, BerriC, DuclosMJ. Muscle fibre ontogenesis in farm animal species. Reproduction Nutrition Development. 2002; 42: 415–431.10.1051/rnd:200203512537254

[8] TrapnellC, RobertsA, GoffL, PerteaG, KimD, KelleyDR, et al Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. Nat Protoc. 2012; 7: 562–578. doi: 10.1038/nprot.2012.016 2238303610.1038/nprot.2012.016PMC3334321

[9] HuangY, LiY, BurtDW, ChenH, ZhangY, QianW, et al The duck genome and transcriptome provide insight into an avian influenza virus reservoir species. Nature Genetics. 2013; 45: 776–783. doi: 10.1038/ng.2657 2374919110.1038/ng.2657PMC4003391

[10] ChenL, LuoJ, LiJX, LiJJ, WangDQ, TianY, et al Transcriptome analysis of adiposity in domestic ducks by transcriptomic comparison with their wild counterparts. Animal Genetics. 2015; 46: 299–307. doi: 10.1111/age.12294 2591730210.1111/age.12294

[11] XuT, GuL, SchachtschneiderKM, LiuX, HuangW, XieM, et al Identification of differentially expressed genes in breast muscle and skin fat of postnatal Pekin duck. PLoS One. 2014; 9: e107574 doi: 10.1371/journal.pone.0107574 2526478710.1371/journal.pone.0107574PMC4180276

[12] MortazaviA, WilliamsBA, McCueK, SchaefferL, WoldB. Mapping and quantifying mammalian transcriptomes by RNA-Seq. Nature Methods. 2008; 5: 621–628. doi: 10.1038/nmeth.1226 1851604510.1038/nmeth.1226PMC13303166

[13] BenjaminiY, HochbergY. Controlling the false discovery rate: a practical and powerful approach to multiple testing. Journal of the Royal Statistical Society. Series B (Methodological). 1995: 289–300.

[14] MooreDT, FerketPR, MozdziakPE. Muscle development in the late embryonic and early post-hatch poult. International Journal of Poultry Science. 2005; 4:138–142.

[15] GizakA, RakusD, DzugajA. Nuclear localization of fructose 1,6-bisphosphatase in smooth muscle cells. J Mol Histol. 2005; 36: 243–248. doi: 10.1007/s10735-005-6523-1 1620045610.1007/s10735-005-6523-1

[16] GizakA, MajkowskiM, DusD, DzugajA. Calcium inhibits muscle FBPase and affects its intracellular localization in cardiomyocytes. FEBS Letters. 2004; 576: 445–448. doi: 10.1016/j.febslet.2004.09.050 1549857810.1016/j.febslet.2004.09.050

[17] PiorkowskaK, ZukowskiK, NowakJ, PoltowiczK, Ropka-MolikK, GurgulA. Genome-wide RNA-Seq analysis of breast muscles of two broiler chicken groups differing in shear force. Animal Genetics. 2016; 47: 68–80. doi: 10.1111/age.12388 2659235910.1111/age.12388

[18] JinJP. Alternative RNA splicing-generated cardiac troponin T isoform switching: a non-heart-restricted genetic programming synchronized in developing cardiac and skeletal muscles. Biochemical & Biophysical Research Communications. 1996; 225: 883–889.878070610.1006/bbrc.1996.1267

[19] JuY, LiJ, XieC, RitchlinCT, XingL, HiltonMJ, et al Troponin T3 expression in skeletal and smooth muscle is required for growth and postnatal survival: characterization of Tnnt3(tm2a(KOMP)Wtsi) mice. Genesis. 2013; 51: 667–675. doi: 10.1002/dvg.22407 2377584710.1002/dvg.22407PMC3787964

[20] ClauseKC, TchaoJ, PowellMC, LiuLJ, HuardJ, KellerBB, et al Developing cardiac and skeletal muscle share fast-skeletal myosin heavy chain and cardiac troponin-I expression. PLoS One. 2012; 7: e40725 doi: 10.1371/journal.pone.0040725 2280824410.1371/journal.pone.0040725PMC3393685

[21] JinJ-P. Evolution, regulation, and function of N-terminal variable region of troponin T: Modulation of muscle contractility and beyond. Int Rev Cell Mol Biol. 2016; 321: 1–28. doi: 10.1016/bs.ircmb.2015.09.002 2681128510.1016/bs.ircmb.2015.09.002

[22] WeiB, JinJ-P. TNNT1, TNNT2, and TNNT3: Isoform genes, regulation, and structure-function relationships. Gene. 2016; 582: 1–13. doi: 10.1016/j.gene.2016.01.006 2677479810.1016/j.gene.2016.01.006PMC5325693

[23] ShengJ-J, JinJ-P. TNNI1, TNNI2 and TNNI3: Evolution, regulation, and protein structure-function relationships. Gene. 2016; 576: 385–394. doi: 10.1016/j.gene.2015.10.052 2652613410.1016/j.gene.2015.10.052PMC5798203

[24] YangH, XuZY, LeiMG, LiFE, DengCY, XiongYZ, et al Real-time reverse transcription-PCR expression profiling of porcine troponin I family in three different types of muscles during development. Molecular Biology Reports. 2011; 38: 827–832. doi: 10.1007/s11033-010-0172-5 2037670110.1007/s11033-010-0172-5

[25] MullenAJ, BartonPJ. Structural characterization of the human fast skeletal muscle troponin I gene (TNNI2). Gene. 2000; 242: 313–320. 1072172510.1016/s0378-1119(99)00519-3

[26] MaX, ZhengC, HuY, WangL, YangX, JiangZ. Dietary L-arginine supplementation affects the skeletal longissimus muscle proteome in finishing pigs. PLoS One. 2015; 10: e0117294 doi: 10.1371/journal.pone.0117294 2563583410.1371/journal.pone.0117294PMC4311982

[27] LiMX, HwangPM. Structure and function of cardiac troponin C (TNNC1): Implications for heart failure, cardiomyopathies, and troponin modulating drugs. Gene. 2015; 571: 153–166. doi: 10.1016/j.gene.2015.07.074 2623233510.1016/j.gene.2015.07.074PMC4567495

[28] LiuYL, GuoW, PuZY, LiXY, LeiXY, YaoJH, et al Developmental changes of insulin-like growth factors in the liver and muscle of chick embryos. Poult Sci. 2016; 95: 1396–1402. doi: 10.3382/ps/pew043 2694497110.3382/ps/pew043

[29] SuR, SunW, LiD, WangQZ, LvXY, MusaHH, et al Association between DLK1 and IGF-I gene expression and meat quality in sheep. Genetics and Molecular Research: GMR. 2014; 13: 10308–10319. doi: 10.4238/2014.December.4.26 2550124310.4238/2014.December.4.26

[30] LiaoB, HuY, HerrickDJ, BrewerG. The RNA-binding protein IMP-3 is a translational activator of insulin-like growth factor II leader-3 mRNA during proliferation of human K562 leukemia cells. The Journal of Biological Chemistry. 2005; 280: 18517–18524. doi: 10.1074/jbc.M500270200 1575308810.1074/jbc.M500270200

[31] NielsenJ, ChristiansenJ, Lykke-AndersenJ, JohnsenAH, WewerUM, NielsenFC. A family of insulin-like growth factor II mRNA-binding proteins represses translation in late development. Molecular and Cellular Biology. 1999; 19: 1262–1270. 989106010.1128/mcb.19.2.1262PMC116055

[32] LiX, FangW, HuY, WangY, LiJ. Characterization of fibronectin type III domain-containing protein 5 (FNDC5) gene in chickens: Cloning, tissue expression, and regulation of its expression in the muscle by fasting and cold exposure. Gene. 2015; 570: 221–229. doi: 10.1016/j.gene.2015.06.022 2607216410.1016/j.gene.2015.06.022

[33] RabieeF, ForouzanfarM, Ghazvini ZadeganF, TanhaeiS, GhaediK, Motovali BashiM, et al Induced expression of Fndc5 significantly increased cardiomyocyte differentiation rate of mouse embryonic stem cells. Gene. 2014; 551: 127–137. doi: 10.1016/j.gene.2014.08.045 2516889210.1016/j.gene.2014.08.045

[34] SrinivasaS, SureshC, MottlaJ, HamarnehSR, IrazoquiJE, FronteraW, et al FNDC5 relates to skeletal muscle IGF-I and mitochondrial function and gene expression in obese men with reduced growth hormone. Growth Horm IGF Res. 2016; 26: 36–41. doi: 10.1016/j.ghir.2015.12.008 2677440410.1016/j.ghir.2015.12.008PMC4716612

[35] DeesE, MillerPM, MoynihanKL, PooleyRD, HuntRP, GalindoCL, et al Cardiac-specific deletion of the microtubule-binding protein CENP-F causes dilated cardiomyopathy. Dis Model Mech. 2012; 5: 468–480. doi: 10.1242/dmm.008680 2256305510.1242/dmm.008680PMC3380710

[36] ShafqatN, KavanaghKL, SassJO, ChristensenE, FukaoT, LeeWH, et al A structural mapping of mutations causing succinyl-CoA:3-ketoacid CoA transferase (SCOT) deficiency. J Inherit Metab Dis. 2013; 36: 983–987. doi: 10.1007/s10545-013-9589-z 2342021410.1007/s10545-013-9589-zPMC3825524

[37] RobertsonJB, ZhuT, NasreenS, KilkennyD, BaderD, DeesE. CMF1-Rb interaction promotes myogenesis in avian skeletal myoblasts. Dev Dyn. 2008; 237: 1424–1433. doi: 10.1002/dvdy.21544 1842585010.1002/dvdy.21544PMC2854498

[38] LiuC, GerschRP, HawkeTJ, HadjiargyrouM. Silencing of Mustn1 inhibits myogenic fusion and differentiation. Am J Physiol Cell Physiol. 2010; 298: C1100–8. doi: 10.1152/ajpcell.00553.2009 2013020710.1152/ajpcell.00553.2009PMC2867393

[39] XuTS, GuLH, SunY, ZhangXH, YeBG, LiuXL, et al Characterization of MUSTN1 gene and its relationship with skeletal muscle development at postnatal stages in Pekin ducks. Genetics and Molecular Research: GMR. 2015; 14: 4448–4460. doi: 10.4238/2015.May.4.2 2596621710.4238/2015.May.4.2

[40] MaJ, ChaiJ, ShangY, LiY, ChenR, JiaJ, et al Swine PPAR-γ2 expression upregulated in skeletal muscle of transgenic mice via the swine Myozenin-1 gene promoter. Transgenic Research. 2015; 24: 409–420. doi: 10.1007/s11248-014-9849-1 2542193210.1007/s11248-014-9849-1

[41] FreyN, FrankD, LipplS, KuhnC, KoglerH, BarrientosT, et al Calsarcin-2 deficiency increases exercise capacity in mice through calcineurin/NFAT activation. The Journal of Clinical Investigation. 2008; 118: 3598–3608. doi: 10.1172/JCI36277 1884625510.1172/JCI36277PMC2564612

[42] MizunoY, GuyonJR, OkamotoK, KunkelLM. Expression of synemin in the mouse spinal cord. Muscle & Nerve. 2009; 39: 634–641. doi: 10.1002/mus.21221 1922996610.1002/mus.21221PMC2868828

[43] LiZ, ParlakianA, ColettiD, Alonso-MartinS, HourdeC, JoanneP, et al Synemin acts as a regulator of signalling molecules during skeletal muscle hypertrophy. Journal of Cell Science. 2014; 127: 4589–4601. doi: 10.1242/jcs.143164 2517960610.1242/jcs.143164

[44] PaulM, SkalliO. Synemin: Molecular features and the use of proximity ligation assay to study its interactions. Methods Enzymol. 2016; 568: 537–555. doi: 10.1016/bs.mie.2015.08.005 2679548310.1016/bs.mie.2015.08.005

[45] Garcia-PelagioKP, MurielJ, O’NeillA, DesmondPF, LoveringRM, LundL, et al Myopathic changes in murine skeletal muscle lacking synemin. Am J Physiol Cell Physiol. 2015; 308: C448–62. doi: 10.1152/ajpcell.00331.2014 2556781010.1152/ajpcell.00331.2014PMC4360028

[46] MartinsTS, SanglardLMP, SilvaW, ChizzottiML, RennoLN, SeraoNVL, et al Molecular factors underlying the deposition of intramuscular fat and collagen in skeletal muscle of nellore and Angus Cattle. PLoS One. 2015; 10: e0139943 doi: 10.1371/journal.pone.0139943 2643689310.1371/journal.pone.0139943PMC4593631

[47] IndrakusumaI, SellH, EckelJ. Novel mediators of adipose tissue and muscle crosstalk. Curr Obes Rep. 2015; 4: 411–417. doi: 10.1007/s13679-015-0174-7 2634943610.1007/s13679-015-0174-7

[48] BrozziF, LajusS, DiraisonF, RajatilekaS, HaywardK, RegazziR, et al MyRIP interaction with MyoVa on secretory granules is controlled by the cAMP-PKA pathway. Mol Biol Cell. 2012; 23: 4444–4455. doi: 10.1091/mbc.E12-05-0369 2299321010.1091/mbc.E12-05-0369PMC3496617

[49] JungJ, OhJ, LeeK. Nucleotide and deduced amino acid sequences of rat myosin binding protein H (MyBP-H). Arch Pharm Res. 1998; 21: 712–717. 986854310.1007/BF02976763

[50] ContiA, RivaN, PescaM, IannacconeS, CannistraciCV, CorboM, et al Increased expression of Myosin binding protein H in the skeletal muscle of amyotrophic lateral sclerosis patients. Biochimica et Biophysica Acta. 2014; 1842: 99–106. doi: 10.1016/j.bbadis.2013.10.013 2418471510.1016/j.bbadis.2013.10.013

[51] GoodsonHV, KangSJ, EndowSA. Molecular phylogeny of the kinesin family of microtubule motor proteins. Journal of Cell Science. 1994; 107 (Pt 7): 1875–1884.798315410.1242/jcs.107.7.1875

[52] LiJ, YanS, YangW, LiY, XiaM, ChenZ, et al Transcriptomic analysis reveals the roles of microtubule-related genes and transcription factors in fruit length regulation in cucumber (Cucumis sativus L.). Scientific Reports. 2015; 5: 8031 doi: 10.1038/srep08031 2561994810.1038/srep08031PMC5379036

[53] KimD-G, YooJC, KimE, LeeY-S, YarishkinOV, LeeDY, et al A novel cytosolic isoform of mitochondrial trans-2-enoyl-CoA reductase enhances peroxisome proliferator-activated receptor α activity. Endocrinol Metab (Seoul). 2014; 29: 185–194. doi: 10.3803/EnM.2014.29.2.185 2503189210.3803/EnM.2014.29.2.185PMC4091492

[54] GuoZX, WangYF, FengX, BaoC, HeQ, BaoLL, et al Rapamycin inhibits expression of ELOVL 1 and synthesis of docosahexaenoic acid in bovine mammary epithelial cells. Asian-Australasian Journal of Animal Sciences. 2016.10.5713/ajas.15.0660PMC508838626954224

[55] RaiM, KattiP, NongthombaU. Spatio-temporal coordination of cell cycle exit, fusion and differentiation of adult muscle precursors by Drosophila Erect wing (Ewg). Mech Dev. 2016 doi: 10.1016/j.mod.2016.03.004 2703901910.1016/j.mod.2016.03.004

[56] ZhangRP, LiuHH, LiuJY, HuJW, YanXP, WangDM, LiL, WangJW. Transcriptional profiling identifies location-specific and breed-specific differentially expressed genes in embryonic myogenesis in Anas platyrhynchos. PLoS One. 2015 12 2;10(12):e0143378 doi: 10.1371/journal.pone.0143378 eCollection 2015. 2663012910.1371/journal.pone.0143378PMC4667915

# Supplementary material for: Deep RNA sequencing of pectoralis muscle transcriptomes during late-term embryonic to neonatal development in indigenous Chinese duck breeds
**Source:** PLoS One. 2017 Aug 3;12(8):e0180403. doi: 10.1371/journal.pone.0180403
**Supplement:** S1 Fig

**Summary:** The two breeds presented consistent increases in body weight from E17, the body weights of the Gaoyou ducks at E17, E21, and E25 were significantly higher than those of the Jinding ducks. Significant effects of breed and age and their interaction were observed for the body weight of ducks during early development. The PM mass for the two breeds continued to increase at E17, but it did not increase from E21 to E27. The PM mass of Jinding ducks at 7 days even similar to the level detected at E21. The PM masses of Gaoyou ducks were significantly higher than those of Jinding ducks. Significant breed and age effects and interactions were observed for PM mass during early development. There was no sex effect were observed in PM.

Fig 1 Profiles of body weight (left), PM weight (right) during early development in ducks.

Notes: PM represents pectoralis muscle, n = 12–16.

How the deposited data were processed for this re-analysis (not part of the article)

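Pectoralis major samples from 2 duck breeds, Gaoyou and Jinding, at E21, E27 and 5 dph were used, with 3 samples in each of the 6 groups and 18 in all. The breed, the stage and the replicate number of each sample were taken from the deposited sample labels. The labels number the replicates 1 to 3 at E21, 4 to 6 at E27 and 7 to 9 at 5 dph, and both breeds use the same numbers within a stage. The authors filtered the paired-end reads with in-house scripts, aligned them to the duck genome build BGI_duck_1.0 with TopHat, counted the reads on each gene with HTSeq and calculated RPKM from gene length and read counts. The unit of every deposited table is RPKM, and the authors' text states no filter on genes. Each sample has 19095 genes, of which 3461 are unannotated genes predicted by the authors.

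The number of reads counted on genes was read from the step between possible RPKM values, and it was 9805419 to 14809410 per sample, with a median of 11305999. A value of 3 reads on a gene of 1000 bases corresponds to an RPKM of 0.203 to 0.306. This level is lower for longer genes, and it is not a general limit of detection. Counting error is only part of the error, since samples of a group differed by more than it. The precision of the group means is limited by 3 samples per group.

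Genes with an RPKM of at least 1 in at least 3 samples were kept, which gave 15023 genes. RPKM values were transformed as log2(RPKM + 1), so that fold changes of genes with low expression are understated. Differential expression was tested with limma 3.58.1 (lmFit, and eBayes with a mean-variance trend) in R 4.3.3, in 1 fit over 6 group means without covariates. There were 9 contrasts: Gaoyou vs. Jinding at each stage, E21 vs. E27 and 5 dph vs. E27 in each breed, and the difference between the breeds in each of these stage effects. P values were adjusted within each contrast by the Benjamini-Hochberg method, and an adjusted P value under 0.05 was the threshold. A gene was counted as lowest or highest at E27 when both stage contrasts of a breed passed with the same sign. The ducklings at 5 dph had been fasted and fed again before sampling, so contrasts with 5 dph hold both stage and feeding. The share of variance was tested by 100000 permutations of stage labels within breed and of breed labels within stage. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

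The procedure was tested on simulated data with changes in 200 of the 15023 genes at E27 in Gaoyou ducks. At a 1.5-fold change it called 15 genes, 12 of them changed genes, at a 2-fold change 156 genes, 149 of them changed, and at a 4-fold change 202 genes, 192 of them changed. It called 0 genes in a contrast without changes at each of these sizes. All genes and groups had the same simulated spread between replicates, whereas the spread in the data was larger at E27. The simulation therefore does not show the error rate under unequal spread.

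The genes named in the text are every gene that the paper names by symbol in its results or discussion and for which its S3, S4, S6, S7 or S8 Table gives an Ensembl identifier, and genes chosen by rule. FOXO3, MYOG and MYF5 were found only in S5 Table and are left out, and CEA20 of Table 1 was not found in these 5 tables. The rule takes the 3 genes highest and the 3 lowest at E27 in both breeds, and the 3 genes higher in each breed at all stages, by the size of their smallest change, among genes whose samples do not overlap between the groups compared.

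The alternatives were no filter on low expression, a filter at an RPKM of at least 1 in every sample, fits of only the groups compared, an added requirement of an absolute log2 fold change of at least 1, a pseudocount of 0.1, quantile normalization between samples, a block for replicate number, each gene scaled to variance 1 for the shares of variance, and leaving out each sample in turn. limma voom on whole reads recovered from the RPKM values was added after the data were examined, and 91.91% of the values above 0 were whole reads. Tests and normalizations that need deposited read counts were not run on the RPKM values.

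The Cuffdiff comparisons, the qRT-PCR measurements and the enrichment tests of GO terms and KEGG pathways were not analysed here. For GO terms and pathways, only the changes of the genes that the paper lists under them were examined. Gene positions and descriptions are those given with the deposited values, and no genome sequence was used here.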

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

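The tests in this part were chosen before the results were seen, except the splits with the mean breed difference removed. Except where a later choice is stated, the settings and their alternatives were set before the data were examined.

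A difference between the breeds in the effect of stage was detected for a small number of genes, by the limma interaction contrast with Benjamini-Hochberg adjustment over 15023 genes. For E21 vs. E27, 30 genes passed, of which 8 had the more positive log2 fold change in Gaoyou ducks and 22 in Jinding ducks. Of the 30 genes, 13 were unannotated, and 1649 genes had an unadjusted p under 0.05. For 5 dph vs. E27, 4 genes passed, 1 more positive in Gaoyou ducks and 3 in Jinding ducks, and 1775 genes had an unadjusted p under 0.05. The median absolute difference was 1.63 and 2.12 on the log2 scale. Smaller differences can go undetected. In the simulated data, limma called 6% of the genes changed 1.5-fold, in the comparison of the breeds at E27. The interaction contrast was not scored there. Its standard errors are larger, as for MUSTN1 with 0.28 for E21 vs. E27 against 0.20 between breeds at E27. The counts of 30 and 4 therefore do not show that few genes differ.

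The samples were regrouped by exchanging same-numbered Gaoyou and Jinding samples within the stages compared. For E21 vs. E27, 8 of the 32 splits gave as many genes as the real split, and the highest of the others gave 2075. For 5 dph vs. E27, 10 of the 32 splits gave as many, and the highest of the others gave 2252. An unequal exchange of breeds between the stages carries the difference between the breeds into the contrast, most of all in the 4 splits that exchange a whole stage, so these splits do not show how many genes arise without an interaction. The same 32 splits were therefore repeated after removing from each gene the mean breed difference over the stages compared. For E21 vs. E27, only the real split, 1 of 32 splits, then gave as many genes, and the highest of the others gave 14. For 5 dph vs. E27, 6 of 32 splits gave as many, and the highest of the others gave 13, so the 4 genes cannot be told apart from other groupings of the same samples.

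Technical explanations were tested for the same counts. After removing each sample's trend with gene length, 33 genes passed for E21 vs. E27 and 3 for 5 dph vs. E27. After thinning every sample to the lowest depth, 26 and 4 genes passed. After scaling each sample by the median ratio, which reduces the influence of a few genes with many reads, 31 and 8 genes passed. None of these corrections lowered the counts by more than 1.5 times. For the 30 genes of E21 vs. E27, a response to stage that differs between the breeds may apply as a hypothesis, since with the mean breed difference removed only the real split, 1 of 32 splits, gave as many. Differences between library batches and strain variants against the reference were not tested for these genes, so a biological origin cannot be told apart from them.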

How the results depend on the processing

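One setting, limma voom on recovered whole reads, was chosen only after the results were seen. The 20 results below are the 18 counts of genes and the shares of variance between stages and breeds. For the moved results the cause was not tested, except that the spread between replicates was examined for the order of the breed comparisons.

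Without the filter on low expression, breed-by-stage interaction genes for E21 vs E27 rose to 57. With an RPKM of at least 1 in every sample (11466 genes), DEGs between breeds at E21 fell to 254 and at all 3 stages to 43. Breed-by-stage interaction genes fell to 2 for E21 vs E27 and 0 for 5 dph vs E27, where 1443 genes had an unadjusted p under 0.05.

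With only the groups compared in each fit, DEGs between breeds were 290 at E21, 93 at E27, 141 at 5 dph and 13 at all 3 stages. DEGs for 5 dph vs E27 were 2675 in Jinding ducks and 1553 in both breeds. Genes lowest and highest at E27 were 536 and 530 in Jinding ducks and 324 and 273 in both breeds. The interaction for 5 dph vs E27 left 1 gene.

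With an absolute log2 fold change of at least 1, DEGs between breeds were 154, 199 and 171 at E21, E27 and 5 dph, and 26 at all 3 stages. DEGs for E21 vs E27 were 2814 in Gaoyou ducks, 3151 in Jinding ducks and 2263 in both, and for 5 dph vs E27 they were 830, 709 and 405. Genes lowest and highest at E27 were 175 and 149 in Gaoyou ducks, 110 and 125 in Jinding ducks, and 54 and 72 in both.

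With a pseudocount of 0.1, DEGs between breeds at E21 were 327 and interaction genes for E21 vs E27 were 12. Quantile normalization moved none of the 18 counts by more than 1.5 times. limma voom on recovered whole reads moved only the interaction counts, to 3 for E21 vs E27 and 8 for 5 dph vs E27; the share of whole values was 91.91%.

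The replicate block uses the replicate numbers in the labels, and no statement that same-numbered samples belong together was found in the paper or the sample descriptions. With it, DEGs between breeds were 241 at E21, 471 at E27, 341 at 5 dph and 38 at all 3 stages, and interaction genes were 6 and 1. Deviations from the group means correlated across genes at -0.050 for same-numbered and 0.025 for other pairs of Gaoyou and Jinding samples at E21, -0.101 and 0.050 at E27, and -0.035 and 0.017 at 5 dph, so same-numbered samples were not more alike.

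Across the 18 fits that each left out 1 sample, DEGs between breeds ranged from 229 to 556 at E21, 475 to 1148 at E27, 378 to 977 at 5 dph and 48 to 72 at all 3 stages. Interaction genes ranged from 12 to 35 for E21 vs E27 and from 4 to 14 for 5 dph vs E27. The other 12 counts stayed within 1.5 times, with DEGs for E21 vs E27 from 7488 to 8355 in Gaoyou ducks and from 7715 to 8676 in Jinding ducks.

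The share of variance was 58.54% to 72.55% between stages and 7.29% to 9.21% between breeds over all settings run, and stage exceeded breed in each. The 193 fold changes of named genes were tested in every setting except the block, which gives only contrasts between breeds, and the filter on every sample, which kept 113 of them; none reversed where it was tested. The required log2 fold change took 46 below the threshold, fits of only the groups compared 18 (1 other rose above it), a pseudocount of 0.1 5 (1 other rose), the block 5, quantile normalization 3, no filter 3 and voom 1, while voom raised 3. Over the 18 fits that each left out 1 sample, a call was lost 65 times and gained 11 times.

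The alternatives set before the data were examined that need deposited read counts were not run, because the deposited values are RPKM; voom and the thinning to the lowest depth used reads recovered from them. Depth limits low genes most, since 3 reads on 1000 bases correspond to an RPKM of up to 0.306.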

Differences from the paper's values

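None of the tests in this part was chosen after the results were seen. The paper's counts come from the paper's DESeq test, and the counts here from limma on log2(RPKM + 1). Values more than 1.5 times apart are given as different, and an alternative closed a difference when it brought the values within 1.5 times.

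For DEGs between breeds at E27, the paper's value is 299 and the value here is 1096; none of the 25 alternatives set before the data were examined brought the values within 1.5 times of each other. For DEGs between breeds at 5 dph, the paper's value is 510 and the value here is 862. The difference closed with an RPKM of at least 1 in every sample (612), quantile normalization (692), the replicate block (341) and 7 of the 18 fits that left out 1 sample, of which the fit without replicate 7 of the Jinding ducks at 5 dph gave 508. For DEGs between breeds at all 3 stages, the paper's value is 43 and the value here is 79. It closed with an RPKM of at least 1 in every sample, which gave 43, with a pseudocount of 0.1 (61), with the replicate block (38) and with 16 of the fits that left out 1 sample.

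For unannotated DEGs between breeds at E27, the paper's value is 81 and the value here is 210. The alternatives without a difference were an RPKM of at least 1 in every sample (92), an absolute log2 fold change of at least 1 (82), the replicate block (103) and 1 fit that left out a sample (107). For unannotated DEGs between breeds at all 3 stages, the paper's value is 19 and the value here is 32. An absolute log2 fold change of at least 1 gave 17, a pseudocount of 0.1 gave 25 and the replicate block gave 20, and 17 of the fits that left out 1 sample also closed the difference.

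For DEGs E21 vs E27 in Gaoyou, the paper's value is 5174 and the value here is 8211. An RPKM of at least 1 in every sample (6327), only the groups compared in each fit (7680) and 6 fits that left out 1 sample closed the difference. For DEGs E21 vs E27 in Jinding, the paper's value is 5422 and the value here is 8585. An RPKM of at least 1 in every sample (6651) and 5 fits that left out 1 sample closed it. For DEGs E21 vs E27 shared by both breeds, the paper's value is 4161 and the value here is 6811, and an RPKM of at least 1 in every sample (5277) and only the groups compared (6222) closed it.

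For DEGs 5 dph vs E27, the paper's values are 2308 in Gaoyou ducks, 1813 in Jinding ducks and 1130 shared by both breeds, and the values here are 4507, 4280 and 2648. Of the alternatives set before the data were examined, only the fits of the groups compared closed each of these differences, with 3391, 2675 and 1553 genes.

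For genes lowest at E27 in Gaoyou ducks, the paper's value is 528 and the value here is 1196, and none of the 24 alternatives set before the data were examined closed the difference. For genes highest at E27 in Gaoyou ducks, the paper's value is 474 and the value here is 815; an RPKM of at least 1 in every sample (699), only the groups compared (639) and 3 fits that left out 1 sample closed it. For genes lowest at E27 in Jinding ducks, the paper's value is 359 and the value here is 822, and only the fits of the groups compared closed it (536). For genes highest at E27 in Jinding ducks, the paper's value is 304 and the value here is 819, and none of the alternatives closed it. In both breeds, the paper's value is 189 genes lowest at E27 and the value here is 535, which none of the alternatives closed. The paper's value is 204 genes highest at E27 and the value here is 437, which the fits of the groups compared closed (273).

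Some rankings and directions also differed. The paper reports fewer DEGs between breeds at E27 than at the other stages, and here E27 had the most (1096, against 510 at E21 and 862 at 5 dph). With only the groups compared in each fit, E27 had the fewest (93, against 290 and 141). Leaving out any of 5 of the 6 E27 samples put 5 dph above E27, as with replicate 4 of the Gaoyou ducks left out (475 DEGs between breeds at E27 and 789 DEGs between breeds at 5 dph), while E21 still had the fewest. Each stage's count fell when 1 of its own samples was left out, so these fits cannot show whether the order is stable. The paper's discussion gives the larger part of its 393 genes following the growth pattern as lower at E27, and its results give the larger part as higher. Its list of these genes has 189 as lower and 204 as higher. All 393 changed in the listed direction here, so the values go with the wording of its results. In the wider set of genes that met the criterion here in both breeds, 535 were lowest and 437 were highest. The paper describes MECR, ACOT1 and ELOVL1 as down-regulated at E27, a term it elsewhere gives to genes with higher expression at E27. Here they were higher at E27 than at E21 and 5 dph in both breeds, with log2 fold changes against E27 from -0.50 to -1.28.

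The paper describes a steady decrease of F16P1 from E21 to 5 dph; here, of the steps from E21 to E27 and from E27 to 5 dph, the limma test was passed by the first in Jinding ducks (Benjamini-Hochberg adjusted p = 0.0065, against 0.47 in Gaoyou ducks, and 0.25 and 0.79 for 5 dph vs. E27 in Jinding and Gaoyou ducks). E21 and 5 dph were not compared directly. It lists TNNI1 as different between the breeds at every stage, and here the difference at E21 was 0.37 on the log2 scale with an adjusted p of 0.4 (limma, Benjamini-Hochberg). Its Table 1 also takes ARMC3 and SRSF4 from the genes different at every stage, and here ARMC3 at 5 dph and SRSF4 at E21 had adjusted p values of 0.14 and 0.098 (limma, Benjamini-Hochberg). It describes COL1A1 as lower in Jinding ducks, and here the difference at E21 was 0.51 with an adjusted p of 0.087 (limma, Benjamini-Hochberg). It describes MYOD1 as highest at E27 in both breeds, and here the difference from E21 in Jinding ducks was -0.45 with an adjusted p of 0.064 (limma, Benjamini-Hochberg). Every Jinding E27 sample still lay above the E21 and 5 dph samples, and the difference passed with only the groups compared and with limma voom. The paper describes all genes of microtubule-based movement as lower at E27, and here KIF14 in Jinding ducks changed by 0.34 at 5 dph with an adjusted p of 0.08 (limma, Benjamini-Hochberg). Every Jinding E27 sample still lay below the E21 and 5 dph samples, and the change passed with a pseudocount of 0.1.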

Other observations

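The tests of a strain variant against the reference, of the spread between replicates, of genes that were on in some samples and off in others, and of identifiers listed more than once were chosen only after the results were seen.

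The counts of DEGs were compared with those from other splits of the same samples. For each comparison of the breeds within a stage, samples were exchanged between the breeds by replicate number, and 1 of the 4 splits, the real one, gave as many DEGs as the 510 at E21, the 1096 at E27 and the 862 at 5 dph. The highest of the other splits gave 19, 32 and 0 DEGs. With 4 splits the share cannot fall under 0.05, so these counts alone cannot exclude another grouping. For DEGs at all 3 stages, 1 of 64 splits gave as many as 79, and the highest of the others gave 0.

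For each stage comparison within a breed, 1 of the 10 splits gave as many DEGs, and the highest of the others gave 4 at most; the share cannot fall under 0.1 in this design. For the DEGs shared by both breeds, 1 of 100 splits gave as many for E21 vs. E27 and 1 of 100 for 5 dph vs. E27. For genes lowest and highest at E27 in Gaoyou ducks, 1 of 100 splits each gave as many, with 731 and 493 genes in the highest of the others. In Jinding ducks, 3 of 100 splits gave as many genes lowest at E27 and 4 of 100 as many genes highest at E27. The highest of the others gave 2346 and 4511 genes, and their median was 0. A split that labels samples of another stage as E27 can carry the real difference between stages into a single-breed count. These splits therefore do not show how many such genes arise without a stage pattern. In both breeds together, 1 of 100 splits each gave as many, and the highest of the others gave 0.

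Technical explanations were tested for the DEGs between breeds at E21, E27, 5 dph and all 3 stages. After removing each sample's trend with gene length, the counts were 476, 1071, 856 and 80. After thinning every sample to the lowest depth, they were 454, 1003, 782 and 67. After scaling by the median ratio, they were 497, 1237, 866 and 77, and the DEGs for E21 vs. E27 were 8259 in Gaoyou and 8609 in Jinding ducks, and for 5 dph vs. E27 4679 and 4351. None of these corrections lowered a count by more than 1.5 times. A strain variant against the reference may lower the counted reads of a gene in a whole breed. Of the 79 genes, 3 were at 0 in all samples of a breed and had an RPKM of at least 1 in all samples of the other, and for these and for the remaining genes a strain variant against the reference cannot be told apart from a difference in expression, since no reads or genome sequence were used here.

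The order of the stages by number of DEGs between breeds depended on whether the spread was shared across groups. The median SD of log2(RPKM + 1) between replicates was 0.143, 0.174 and 0.156 in Gaoyou ducks and 0.135, 0.180 and 0.160 in Jinding ducks at E21, E27 and 5 dph. The smallest value at E27, 0.174, was above the values at the other stages, and a larger spread between replicates at E27 may therefore be why E27 had the fewest DEGs when only the groups compared were fitted. It does not tell a biological spread between ducks at E27 from a technical one. With 3 samples per group, this remains a hypothesis. The fit over all 6 groups shares 1 spread per gene across the stages. It may therefore understate the spread at E27, so that the 1096 DEGs between breeds at E27 may be too many.

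Some genes were expressed in some samples of a group and nearly absent in others. For 26 genes, samples of the same group differed by at least 3 log2 units in at least 2 groups, and for 6 genes in at least 4 groups. ENSAPLG00000001929, for example, was at 0 in 2 of the 3 Gaoyou samples at E27 and at 67.2 RPKM in the other. A difference in depth was excluded, because the low samples would hold at least 11 reads at the level of the highest sample of their group (median 60). Coincidence across groups was excluded as well, since at most 3 genes met the criterion in 1000 shuffles of gene labels. Of the 26 genes, 14 were on and off in both breeds. This may be consistent with a strain or donor variant that segregates in both breeds, or with reads assigned to a similar gene, but neither was tested directly, and the 26 genes cannot be told apart from such a variant. No biological explanation was tested.

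The hits of the KEGG pathways in the paper's S7 Table count some gene identifiers more than once. Cell cycle has 20 hits in the paper's table for 12 distinct genes, the citrate cycle 12 for 7, glycine, serine and threonine metabolism 11 for 6, and fatty acid elongation 6 for 3. For oxidative phosphorylation, with 55 hits in the paper's table and 29 distinct genes, the hits are not listed in full, and repeated identifiers were not shown to account for the whole difference. The distinct genes were read from the table's detailed list of genes per pathway, and the enrichment was not computed again.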
